# Identifying the functions and biomarkers of *Codonopsis pilosula* and *Astragalus membranaceus* aqueous extracts in hepatic cells

**DOI:** 10.1186/s13020-019-0233-1

**Published:** 2019-03-20

**Authors:** Pin-Hao Ko, Chiung-Wei Huang, Hen-Hong Chang, Eric Y. Chuang, Mong-Hsun Tsai, Liang-Chuan Lai

**Keywords:** Biomarkers, *Codonopsis pilosula*, *Astragalus membranaceus*, *Citrus reticulate*, HepG2

## Abstract

**Background:**

Homeostasis is a crucial concept used to describe the condition of patients and the roles of herbs in traditional Chinese medicine. Qi-deficiency pattern is one of the conditions when loss of homeostasis and is usually characterized by symptoms including lassitude, spontaneous sweating, and a weak pulse, which are not easy to quantitate. *Codonopsis pilosula* and *Astragalus membranaceus* were usually prescribed for carriers with hepatitis and patients with metastatic colon cancer, because these patients tended to experience fatigue. However, crude drugs were prescribed based on the exterior symptoms of patients without controlling clinical setting, such as gender, age, and dietary habits. Limited molecular evidence of using gene expression as the guide for description is available. Therefore, the purpose of this study was to identify potential and objective biomarkers of these two qi-related drugs in a simplified cellular system.

**Methods:**

Aqueous extracts of crude qi-tonifying herbs, *C. pilosula* and *A. membranaceus*, and that of a qi-consuming drug, *Citrus reticulata*, were prepared. Human liver cancer HepG2 cells were treated with the extracts of qi-tonifying herbs for 24 h. Differentially expressed genes were identified using microarrays and quantitative RT-PCR (qRT-PCR) and validated in two other hepatocellular cell lines, Huh7 and L-02.

**Results:**

A total of 67 differentially expressed probes that responded to both herbs were identified. A pathway analysis revealed that these genes were involved in the development, growth, movement, and viability of the liver cells.

**Conclusions:**

After qRT-PCR validation and examination of clinical data from public domains, our results showed that two genes, *GDF15* and *HMOX1*, could serve as biomarkers in liver cells for identifying responses after treatment with *C. pilosula* and *A. membranaceus*.

**Electronic supplementary material:**

The online version of this article (10.1186/s13020-019-0233-1) contains supplementary material, which is available to authorized users.

## Background

Aqueous extract decoction is a widely used form of drug preparation in traditional Chinese medicine (TCM), and physical symptoms in patients are a crucial basis for prescribing herbal decoctions. Qi-deficiency symptoms include shortness of breath, lassitude, listlessness, spontaneous sweating, a pale tongue, and a weak pulse [1]. Many related single or complex formulas have been widely prescribed in TCM to ameliorate these symptoms [2, 3].

Qi-related crude drugs can be classified as qi-tonifying and qi-consuming drugs. The use of dried roots of *Codonopsis pilosula* and *Astragalus membranaceus*, qi-tonifying crude drugs, has been well documented in the ancient Chinese literatures, including in Ben cao gang mu [4], a few 100 years ago. *C. pilosula* is usually combined with other herbs to alleviate qi deficiency. For example, an animal study demonstrated that *C. pilosula* polysaccharide attenuated sepsis in a mouse model of cecal ligation [5]. In a randomized controlled trial, TCM formulas containing *C. pilosula* were used in patients with chronic obstructive pulmonary disease [6]. Extracts of *A. membranaceus* have been reported to accelerate wound healing, exhibit antitumor activity [7], inhibit inflammation [8], and inhibit melanogenesis through ERK pathway [9]. Because these two drugs, especially *A. membranaceus*, the most potent qi-tonifying drugs [10], were prescribed frequently in patients with liver cancer who tended to experience fatigue, they were selected for the present study. *Citrus reticulata* is a qi-consuming plant used in TCM [4]. The peel of *C. reticulata* is the major constituent of the drug. It contains many polyphenols [11], and its extract possesses antioxidant, anticancer, and antibacterial properties [12, 13].

A single drug, *C. pilosula* or *A. membranaceus*, was usually prescribed on the basis of patients’ external symptoms alone with little molecular-marker evidence. Furthermore, although studies have suggested some molecular pathways might be involved in the mechanisms underlying these drugs [5, 7, 8], the overall mechanisms remain elusive. Therefore, the purpose of this study was identify potential biomarkers for qi-related drug treatment and establish the possible underlying mechanisms through biological approaches.

We hypothesized that the gene expression levels could serve as biomarkers to assess the status of cell conditions. In addition, because patients with related symptoms usually exhibit large variations in biochemical examination, hepatocellular cell lines, HepG2, Huh7, and L-02, were treated with the herbs in this study. Therefore, to identify biological functions, a genome-wide approach, microarray technique, was first used to screen differentially expressed genes and their functions. Furthermore, PCR results and clinical data from an independent cohort revealed that the expression levels of *GDF15* and *HMOX1* could serve as biomarkers for identifying responses of these botanical drugs in liver cells.

## Materials and methods

The Minimum Standards of Reporting Checklist contains details of the experimental design, and statistics, and resources used in this study (Additional file 1).

### Sample preparation

Dried roots of *C. pilosula* and *A. membranaceus* were used as crude drugs, as reported in our previous papers [14–16]. The roots were soaked in water at a ratio of 1:3 (g:mL) and boiled at 100 °C for 4 h. The decoctions were dehydrated using a freeze dryer (Panchum FD DC-3000, Panchum, Kaohsiung, Taiwan), filtered using a 0.22-µm filter (Merck Millipore, Tullagreen, Carrigtwohill, IRL), and re-dissolved in ddH_2_O.

### Quality control of crude drugs using high-performance liquid chromatography (HPLC) analysis and internal transcribed space 1 (ITS1) analysis

The details of the preparation steps and high-performance liquid chromatography (HPLC) equipment and results have been described previously [14]. Because the same herbs were used in the present study, we only showed the following key settings: The powdered roots of both plants (0.2 g) were suspended in 70% methanol and filtered through a 0.2-μm HPLC membrane. The HPLC conditions were as follows: gradient range, 10–90% methanol; flow time, 120 min; detector, 254 nm; flow rate, 1 mL/min; injection volume, 20 μL; and internal control, evodiamine.

The internal transcribed spacer (ITS) analysis protocols have been described previously but only ITS2 sequencing results have been published [14, 15]. The ITS1 for all herbs were sequenced using the following primers: (forward) 5′-GGAAGTAAAAGTCGTAACAAGG-3′; (reverse) 5′-TCCTCCTCCGCTTATTGATATGC-3′ (Table 1). The botanical origins of the plants were validated by comparing the ITS sequences with those in the National Center for Biotechnology Information (NCBI) nucleotide database.

**Table 1:** Internal transcribed spacer 1 (ITS1) sequences of the three crude drugs

*Codonopsis pilosula*
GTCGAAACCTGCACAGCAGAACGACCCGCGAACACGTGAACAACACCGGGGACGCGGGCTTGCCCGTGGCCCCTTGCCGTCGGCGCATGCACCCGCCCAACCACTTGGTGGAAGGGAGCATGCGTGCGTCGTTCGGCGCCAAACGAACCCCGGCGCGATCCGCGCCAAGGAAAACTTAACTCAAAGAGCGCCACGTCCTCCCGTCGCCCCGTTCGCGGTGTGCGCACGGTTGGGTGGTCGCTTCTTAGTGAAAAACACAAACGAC
*Astragalus membranaceus*
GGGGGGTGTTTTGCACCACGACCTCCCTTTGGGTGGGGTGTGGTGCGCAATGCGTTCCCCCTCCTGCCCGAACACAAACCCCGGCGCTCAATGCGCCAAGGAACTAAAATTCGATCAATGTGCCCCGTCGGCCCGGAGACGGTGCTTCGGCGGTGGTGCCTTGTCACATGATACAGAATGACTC
*Citrus reticulate*
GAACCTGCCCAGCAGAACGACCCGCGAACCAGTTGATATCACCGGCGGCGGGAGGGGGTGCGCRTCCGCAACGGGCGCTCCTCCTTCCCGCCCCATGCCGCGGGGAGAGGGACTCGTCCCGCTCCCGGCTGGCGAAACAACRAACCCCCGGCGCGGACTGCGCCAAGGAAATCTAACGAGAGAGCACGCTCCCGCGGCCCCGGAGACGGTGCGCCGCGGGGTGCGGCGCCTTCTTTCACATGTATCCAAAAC

### Cell culture

The cancerous liver cell lines HepG2 and Huh7 cells were cultured in Dulbecco modified Eagle medium (GIBCO, Carlsbad, CA, USA) containing 1% streptomycin/puromycin (Biological Industries, Kibbutz Beit-Haemek, Israel) and 10% fetal bovine serum (Biological Industries). The human fetal hepatocyte line, L-02, a kind gift from Dr. Hui-Lin Wu from Hepatitis Research Center, National Taiwan University Hospital, was cultured in Roswell Park Memorial Institute medium 1640 (GIBCO). All cells were cultured at 37 °C in a humidified atmosphere containing 5% CO2.

### Cell viability assay

The cells were seeded at a density of 3000 cells per well into a 96-well microtiter plate and treated with various concentrations (0–5 mg/mL) of each drug for 24 h. Cells were incubated with 0.46 mg/mL of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, BioTek, Winooski, VT, USA) at 37 °C and in an atmosphere containing 5% CO2 for 1.5 h. A fixed volume was sampled from each well and dissolved in 100 μL of dimethyl sulfoxide. Absorbance values were measured using a microtiter plate reader (BioTek, Winooski, VT, USA) at 570 nm.

The BrdU assay served as another detection method for cell viability. The BrdU proliferation analysis was performed with the BrdU cell proliferation ELISA kit according to the manufacturer’s protocol (Abcam). Cells were incubated with BrdU buffer for 3 h, and the wavelength was measured at 450 and 550 nm.

### DNA ladder assay

The HepG2 cells were seeded at a density of 1 × 10^5^ cells per well into a 6-well microtiter plate and treated with 3 mg/mL *C. pilosula* or *A. membranaceus* for 48 h. DNA was extracted according to the manufacturer’s protocol (Qiagen, Hilden, Germany). Three micrograms of DNA were loaded in 1.5% agarose gel (Seakenm, Lonza Rockland, ME, USA). DNA detection was done by safe DNA gel stain system (Invitrogen, USA) with BioSpectrum Imaging System (UVP, Upland, CA, USA). A newly synthesized compound 1-(9′-methyl-3′-carbazole)-3,4-dihydro-beta-carboline (MCDC) [17] was served as positive control.

### RNA extraction and quantitative RT-PCR

Total RNA was extracted using the TRIpure reagent (Roche Diagnostics, Branchburg, NJ, USA) according to the manufacturer’s protocol. One microgram of total RNA was reverse transcribed to cDNA by using a high-capacity cDNA reverse transcription kit (Applied Biosystems, Carlsbad, CA, USA). Ten percent of each cDNA sample was used as a template, and the mRNA levels of different genes were quantified through quantitative RT-PCR (qRT-PCR) analysis by using primers presented in Table 2. The intensity of SYBR Green was measured using StepOnePlus Real-Time PCR Systems (ThermoFisher, Waltham, MA USA) and OmicsGreen qPCR 5× Master Mix (OmicsBio, Taipei, Taiwan) according to the manufacturers’ instructions.

**Table 2:** Primer sequence for quantitative RT-PCR

Gene name	Primers (5′ → 3′)
*AKR1B15*	F-CCCTTTGACTGGCCTAAAGAG R-AATGTGGCGATATTCTGCATCA
*GCNT3*	F-GCTGCTATATGCTGCTGGC R-CCTCTTTGCTGGAAGTTTCAGG
*GDF15*	F-GACCCTCAGAGTTGCACTC R-GTGAGTATCCGGACTGCAG
*HAMP*	F-CTGACCAGTGGCTCTGTTTTC R-GATGGGGAAGTGGGTGTCTC
*HEY1*	F-GTTCGGCTCTAGGTTCCATG R-CTTCTCAAA AGCACTGGGTACC
*HMGCS1*	F-CGCTGCTATTCTGTCTACTGC R-CAGCAACATCCGAGCTAGAG
*HMOX1*	F-CAAGACTGCGTTCCTGCTCA R-GGCAGAATCTTGCACTTTGTTG
*IGFBP1*	F-TGGGACGCCATCAGTACCTA R-CTTCTCCTGATGTCTCCTGTG
*MT1E*	F-TCAGGTTGGGAGGGAACTCA R-GAAAAATGCTGTCCTGCCCC
*ACTN*	F-GGGAAATCGTGCGTGAC R-CAAGAAGGAAGGCTGGAA

F, forward; R, reverse

### Human genome microarray analysis and Ingenuity Pathway Analysis (IPA)

An Illumina TotalPrep RNA Amplification Kit (Ambion Inc, Austin, TX, USA) and the T7 Oligo (dT) reagent were used to amplify total RNA. The cRNA was mixed with an equal volume of hybridization buffer, hybridized to Illumina Human HT-12 v4 BeadChips (Illumina) arrays at 58 °C for 16 h, and stained using the dye streptavidin-Cy3. An Illumina BeadArray Reader was used to read intensities, and the results were analyzed using BeadStudio v3.1 software. Background-adjusted signals were normalized using a quantile normalization algorithm, and the Partek Genomics Suite (Partek Incorporated, St. Louis, MO, USA) was used for principal components analysis (PCA). Cellular functions of the differentially expressed genes were examined using the Ingenuity Pathway Analysis (IPA) tool (Ingenuity Systems Inc. Redwood City, USA). Results of the microarray analysis are uploaded to the Gene Expression Omnibus (GEO) database with accession numbers GSE115506.

### Cell cycle analysis

Cultured cells were harvested through trypsinization, treated with 0.5% Triton X-100 (Sigma, Saint Louis, MO, USA) in phosphate-buffered saline, and fixed with 100% methanol (Sigma). Cell pellets were then treated with 20 μg/mL propidium iodide (Life Technologies, Eugene, Oregon, USA), 0.1% Triton-X-100 (Sigma) and 100 μg/mL RNase A (Sigma) for 10 min. The suspension was analyzed using Beckman Coulter FC500 (Beckman, Brea, CA, USA) and ModFit LT analysis software.

### Protein extraction and western blotting

Cells were lysed in radioimmunoprecipitation assay lysis buffer (Sigma). A total of 25 μg of protein lysate was loaded in each lane, separated by 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis, and transferred to a polyvinylidene difluoride membrane (Bio-Rad Laboratories). We used the following primary antibodies: rabbit antihuman GCNT3, GDF15, HMOX1, and GAPDH polyclonal antibodies (GeneTex, Irvine, CA, USA). HRP-conjugated goat antirabbit IgG polyclonal antibody (GeneTex) was used as the secondary antibody. Visualization was performed using an enhanced chemiluminescence system (Millipore, Billerica, MA, USA). Images were analyzed using ImageJ software (http://rsb.info.nih.gov/ij/).

## Results

### Quality control of three crude drugs

The workflow for identifying differentially expressed genes in HepG2 cells treated with *C. pilosula* or *A. membranaceus* was shown in Fig. 1. To examine the identity of crude drugs, high-performance liquid chromatography (HPLC) analysis and internal transcribed spacer (ITS) analysis were performed. The crude drugs used in this study are the same as that used in our previous study [14]. HPLC and ITS2 sequences data were published previously [14]. The results of HPLC confirmed the ingredients from same batch with same quality. However, ITS1 sequences have not yet been tested. Therefore, in this study, we sequenced ITS1 of *C. pilosula*, *A. membranaceus*, and *C. reticulata* (Table 1) and validated the botanical identity of these plants by comparing their sequences with those in the NCBI nucleotide database.

**Fig. 1:**
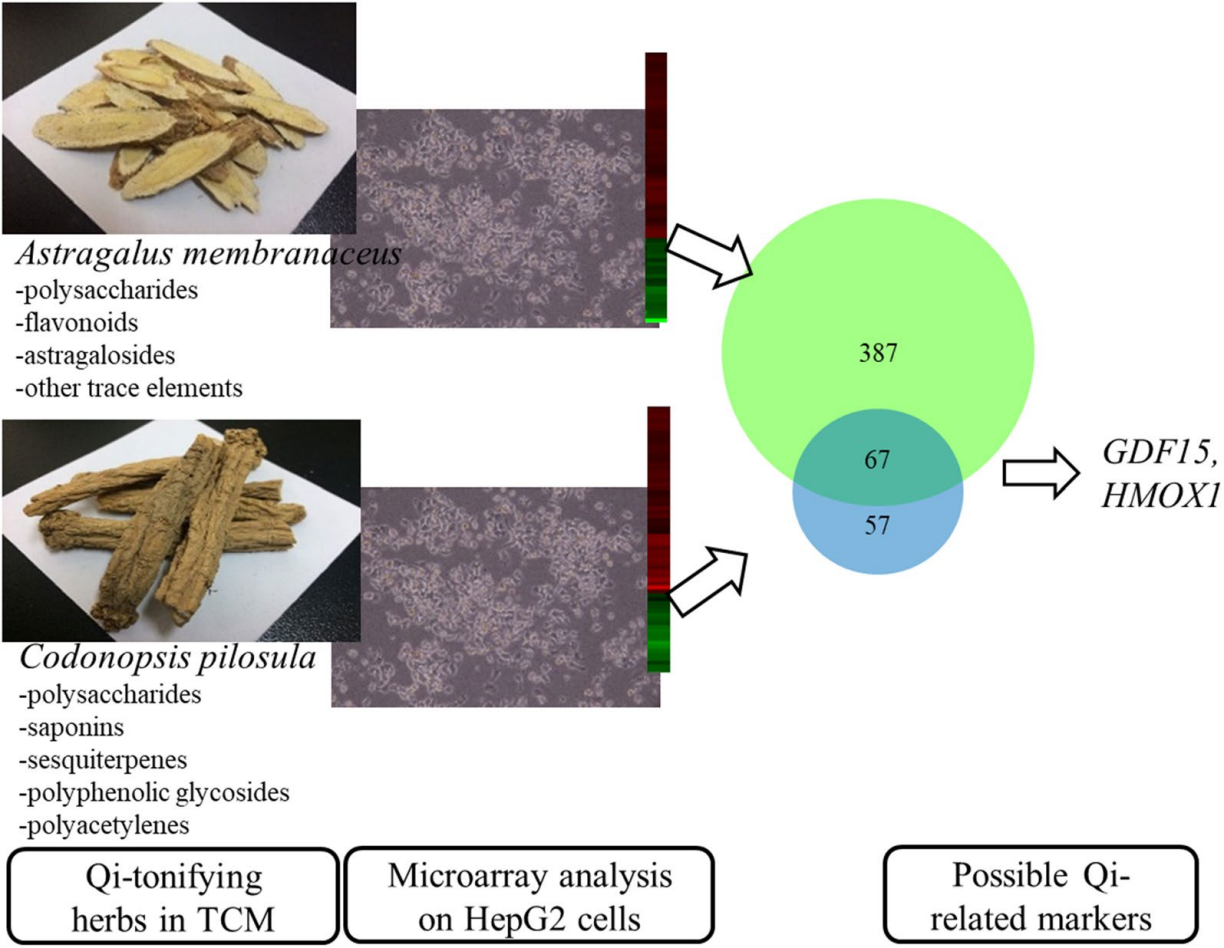
Representative photographs and work flow for identifying genes responsive to *C. pilosula* and *A. membranaceus* treatments

### Growth inhibitory effects of crude drugs in HepG2 cells

To determine the optimal conditions for testing the effects of crude drugs (*C. pilosula* and *A. membranaceus*), dose–response studies were conducted using HepG2 cells (Fig. 2). Cytotoxic effects of the crude drugs were measured using the MTT (Fig. 2a) and BrdU (Fig. 2b) assays at 48 h. The dose close to a 50% inhibition rate was 3 mg/mL (Fig. 2a, b) for both *C. pilosula* and *A. membranaceus*; this dose was used for the following experiments.

**Fig. 2:**
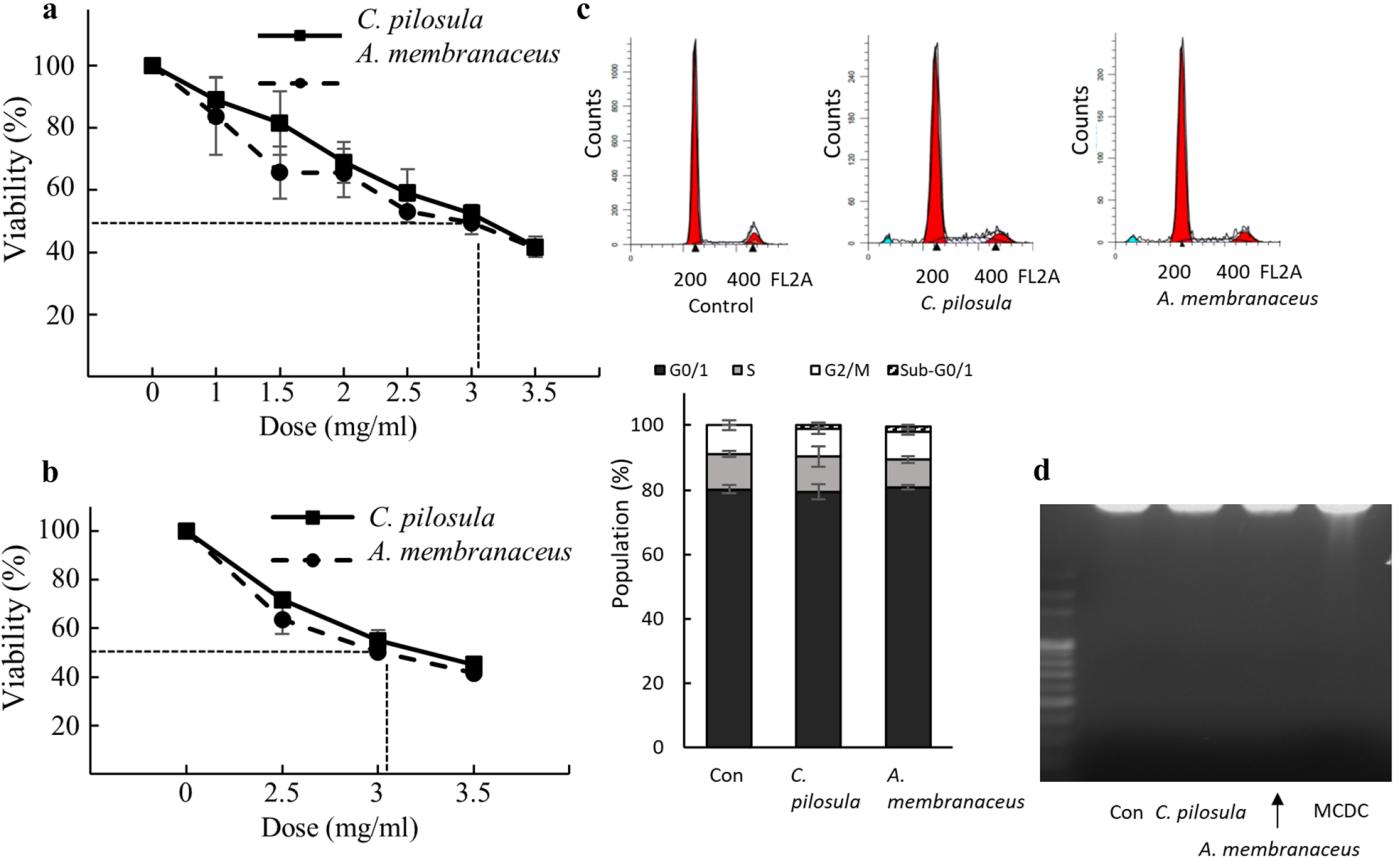
Cytotoxic effects of *C. pilosula* and *A. membranaceus* on HepG2 cells. Cytotoxic effects of crude drugs were measured using the **a** MTT and **b** BrdU assay at 48 h. **c** Cell cycle analysis. HepG2 cells were stained with propidium iodide and subjected to flow cytometry analysis after 48 h of treatment with 3 mg/mL *C. pilosula* and *A. membranaceus*. The stacked bar chart summarizes three independent cell cycle experiments. **d** DNA ladder assay. DNA from HepG2 cells was extracted after 48 h of treatment with 3 mg/mL *C. pilosula* and *A. membranaceus*. 5 μM of 1-(9′-methyl-3′-carbazole)-3,4-dihydro-beta-carboline (MCDC) was served as positive control. All experiments were repeated at least three times and results are presented as mean ± SEM

Because 3 mg/mL of *C. pilosula* or *A. membranaceus* caused nearly 50% of growth inhibitory effects on HepG2 cells, we examined whether this phenomenon was caused by the triggering of apoptosis. Approximately only 2% of cells exhibited in the sub-G0/1 peaks of the cell cycle. Only 1-(9′-methyl-3′-carbazole)-3,4-dihydro-beta-carboline (MCDC), a known compound that induced strong cytotoxic and apoptosis effect against kinds cancer cells [17], triggered DNA ladder effect on HepG2 cells but *C. pilosula* and *A. membranaceus* did not (Fig. 2d). These two botanic drugs did not induce strong apoptosis on HepG2 cells with this dosage.

### Downstream pathways of *C. pilosula* and *A. membranaceus*

Because the related pathways of these two drugs are unclear, we used microarrays to conduct the genomic profiling of differentially expressed genes in the HepG2 cells treated with two qi-tonifying plants, *C. pilosula* and *A. membranaceus*. 

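RNA from HepG2 cells kept for 24 h with 3 mg/mL of *C. pilosula* extract, with 3 mg/mL of *A. membranaceus* extract or without extract was measured on 9 Illumina HT-12 v4 arrays, 3 in each group. *ACTB* and *GAPDH*, common reference genes for cell structure and glycolysis, did not pass the test with either extract: *ACTB* lay at 0.18 with *C. pilosula* and 0.09 with *A. membranaceus* on the log2 scale against the controls, and *GAPDH* at 0.32 and 0.33. Each array held 47316 probes, and between 39.5% and 44.2% of them were detected. The median signal per array was 42.9, 44.3 and 46.9 in the controls, 50.3, 47.6 and 48 with *C. pilosula* and 46.3, 46.1 and 46.6 with *A. membranaceus*. The authors deposited BeadStudio signals that were not normalized, and a normalized table on the log2 scale.

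The values given here start from the signals that were not normalized. They were corrected for background from the detection p-values, given an offset of 16, quantile normalized and put on the log2 scale (neqc in limma). The 20852 probes with a detection p under 0.05 on at least 3 of the 9 arrays were tested with limma, with 1 estimate of the spread for the 3 groups, and p was adjusted by Benjamini-Hochberg. On simulated data with the same probes and arrays, the test called 20.9% of 1.5-fold and 92.5% of 2-fold changes with *C. pilosula*. With *A. membranaceus* it called 34.3% and 95.5%. Each array was drawn on its own and few probes were changed. The structure that the real arrays share within groups was left out, so the real rates may differ. Both extracts were simulated alike, so the gap at 1.5-fold (14 and 23 of 67 probes) comes from the draw and not from the extract. The paper's text and the deposited records do not say whether the 3 arrays of a group come from separate cultures, so the p-values measure the spread between these samples, which may be technical.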

HepG2 cells were treated with the drugs at a dosage of 3 mg/mL for 24 h, and total RNA was extracted afterwards. The selection criteria for the differentially expressed genes were a *P* value of < 0.05 and fold change of at least 1.5×. 

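With *C. pilosula*, *CYP1A1*, a cytochrome P450 that oxidises foreign compounds, was at least 3.14-fold higher than in the controls, where its probe was not detected (n = 3 arrays a group, limma adjusted p = 2.97e-04). *ALDH3A1*, an aldehyde dehydrogenase, rose by 1.29 on the log2 scale (SE 0.18, adjusted p = 0.00818), a call that was lost without *C. pilosula* replicate 2 (0.0666) and over all probes (0.0543). *LRRN4*, a membrane protein with leucine-rich repeats, and *UNC93A*, another membrane protein, each rose by 1.17 (SE 0.16 and 0.13, adjusted p = 0.00624 and 0.00176). *ID1*, a regulator that BMP signals switch on, fell by 1.44 (SE 0.13, 6.44e-04), the metal-binding *MT1H* by 1.30 (0.00106) and *HOXD1*, a homeobox factor, by 1.13 (0.00107). *CCN2*, a matrix-associated growth factor, fell by 1.07 (SE 0.15, 0.00615), while its other probe lay at -0.84 and did not pass (0.0579). In all, 103 probes of 94 genes passed, 67 raised and 36 lowered. This count was 36, 39 and 44 without *C. pilosula* replicate 1, 2 or 3, 42 without control replicate 2, and 63 and 59 without *A. membranaceus* replicate 1 or 2.

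With *A. membranaceus*, the keratin *KRT24* rose by 1.41 (SE 0.11, adjusted p = 1.06e-04), the water channel *AQP8* by 1.40 (SE 0.16, 9.17e-04), and the small GTPases *RHOD* and *RASD1* by 1.39 (SE 0.19, 0.00216) and 1.36 (SE 0.15, 8.57e-04). *ARRB1*, an arrestin of receptor signalling, rose by 1.57 on its dimmest probe (SE 0.17, 8.14e-04) and lay at 0.41 and 0.27 on its brighter probes, which did not pass. *SNORA28* and *SNORA80E*, small nucleolar RNAs that guide RNA modification, fell by 2.06 (SE 0.39, 0.0132) and 1.84 (SE 0.24, 0.00194). The paper amplified RNA with an oligo(dT) reagent, and whether these probes read the mature small RNAs was not tested. The *SNORA28* call was lost without *A. membranaceus* replicate 1 (0.0639) or 2 (0.0543) and over all probes (0.0696). *MT1F*, a metallothionein, fell by 1.66 (4.22e-05). In all, 1430 probes of 1319 genes passed, 891 raised and 539 lowered. Without *A. membranaceus* replicate 1 or 2 the count was 301 and 234, without control replicate 1, 2 or 3 it was 2453, 515 and 604. With the replicate number as a block, 4031 probes passed, 47.6% of them raised against 62.3% without the block.

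At the paper's criteria, an unadjusted p under 0.05 and at least 1.5-fold, *C. pilosula* changed 297 probes, 183 raised and 114 lowered, and *A. membranaceus* 1569 probes, 666 raised and 903 lowered. All 103 *C. pilosula* probes that passed the adjusted test are among the 297, and 920 of the 1430 *A. membranaceus* probes are among the 1569. Simulated groups with no change gave a mean of 76.5 and 76.3 probes at these criteria, but the simulation leaves out structure that the real arrays share. Other groupings of the same arrays gave up to 568 probes for *C. pilosula* with control, where 497 and 417 were the next highest, and up to 1085 for *A. membranaceus* with control. The *C. pilosula* count was 451 without *C. pilosula* replicate 3 and 746 without control replicate 1. The *A. membranaceus* count was 2359 without *A. membranaceus* replicate 3, and 2643 and 822 without control replicate 1 or 3.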

As shown in Fig. 3a and b, 124 probes were identified in the HepG2 cells treated with *C. pilosula* (Fig. 3a) and 454 probes were identified in HepG2 cells treated with *A. membranaceus* (Fig. 3b). 

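*SCGN*, a calcium-binding protein, rose by 1.15 with *C. pilosula* (SE 0.17, adjusted p = 0.0123) and 1.23 with *A. membranaceus* (0.00316). Its call with *C. pilosula* was lost without *C. pilosula* replicate 1 (0.0748) or 2 (0.0821) and over all probes (0.0658). *KRT24* also rose with *C. pilosula*, by 0.81 (0.00674). Of the metallothioneins, *MT1F* fell by 1.18 with *C. pilosula* (7.31e-04) and *MT1H* by 1.53 with *A. membranaceus* (1.77e-04), and the related *MT1P3* by 1.10 and 1.53 (0.00159 and 9.08e-05). These are among 183 probes of 173 genes that met the paper's criteria with both extracts, which is 61.6% of the *C. pilosula* probes and 11.7% of the *A. membranaceus* probes. At adjusted p under 0.05 with both, 66 probes passed. Without *C. pilosula* replicate 1 only 36 probes passed with *C. pilosula*, which caps this count.

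Both comparisons use the same 3 controls, which alone makes their calls overlap. In simulations that drew all 9 arrays with no change, controls included, the 2 comparisons shared a mean of 16.4 probes at the paper's criteria (8 to 29). Independent lists of these sizes would share 10.8. At adjusted p the simulated mean was 0.01 and independent lists would share 3.79. Over all tested probes the log2 changes with the 2 extracts correlated at 0.70, against 0.50 in the simulation, with a covariance of 0.0529 against 0.0135. The simulation draws each array on its own, without the replicate number or the axis shared within groups, so its range leaves out that structure. With 3 controls a shared response and the shared controls cannot be split, and part of the excess may come from the shared controls. The overlap was 112 without control replicate 3, 275 without control replicate 2 and 562 without control replicate 1.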

To reduce false positives, 67 probes significantly responsive to both *C. pilosula* and *A. membranaceus* treatments were identified (Fig. 3c). To examine the drug effect at the transcriptional level, PCA was conducted using the common differentially expressed probes. 

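On the 183 probes that responded to both extracts, principal component 1 held 78.9% of the variance and component 2 held 8.41%. The controls scored -6.11, -6.57 and -10.8 on component 1, *C. pilosula* 3.68, 2.61 and 1.92, and *A. membranaceus* 5.56, 5.99 and 3.73. The mean distance between a *C. pilosula* and an *A. membranaceus* array was 5.83, against 11.6 between *C. pilosula* and control arrays and 13.5 between *A. membranaceus* and control arrays. Within the groups it was 6.00 for the controls, 3.64 for *C. pilosula* and 3.71 for *A. membranaceus*. *MT1F* shows the same order of groups, at 11.20 ± 0.04, 10.02 ± 0.07 and 9.55 ± 0.10 (log2, mean ± SD, n = 3) in controls, *C. pilosula* and *A. membranaceus*. From the placing of the arrays on the common probes, the paper concludes that cells treated with the 2 extracts had similar expression profiles. These probes were picked because they differ from the controls with both extracts, so a gap between controls and treated arrays is built into the component. Over all 20852 tested probes component 1 held 51.5% and set control replicate 3 apart from the other arrays (score 54.2).

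**Figure D1:**
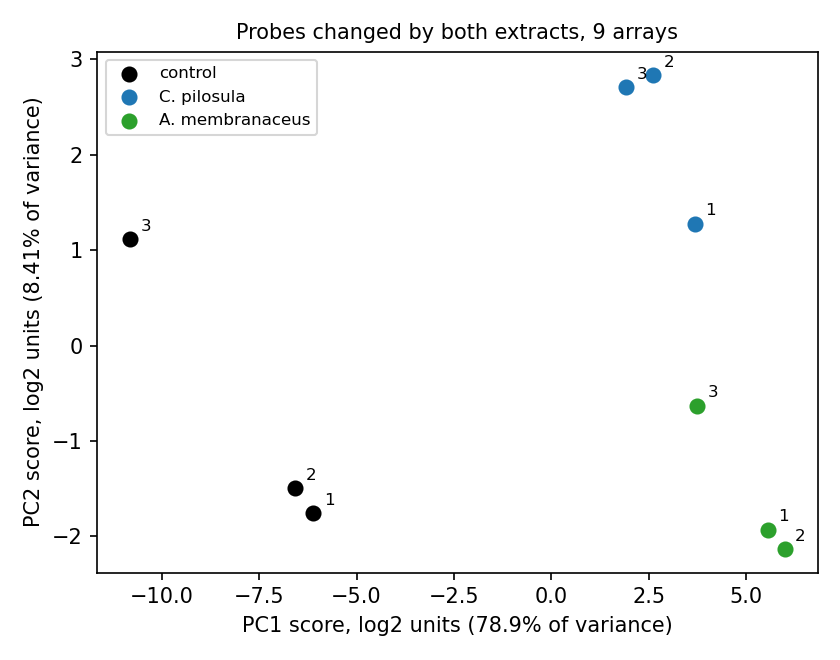
Principal components 1 and 2 of the 9 arrays on the 183 probes that met the paper's criteria with both extracts. Black, control; blue, *C. pilosula*; green, *A. membranaceus*; the numbers are the replicate numbers.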

As shown in Fig. 3d, the distribution of samples treated with *C. pilosula* (blue spots) and *A. membranaceus* (green spots) was closer to that of the samples treated with the control (black spots), indicating that the expression profiles of cells treated with *C. pilosula* and *A. membranaceus* were similar. 

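*MT1G*, a metallothionein, was at 12.86, 12.82 and 12.63 (log2) on the control arrays, 11.74, 11.74 and 11.72 with *C. pilosula* and 11.22, 11.40 and 11.50 with *A. membranaceus*. *KRT24* was at 6.58, 6.45 and 6.42 in the controls, 7.30, 7.38 and 7.20 with *C. pilosula* and 7.91, 7.85 and 7.92 with *A. membranaceus*. Clustering of the 9 arrays on the common probes parted the 3 controls from the 6 treated arrays, which is built in, since these probes were picked for differing from the controls with both extracts. When 3 clusters were asked for, control replicate 3 stood alone, controls 1 and 2 formed another cluster, and the *C. pilosula* and *A. membranaceus* arrays stayed together.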

The expression profiles of these differentially expressed probes were clustered and are shown in Fig. 3e.

**Fig. 3:**
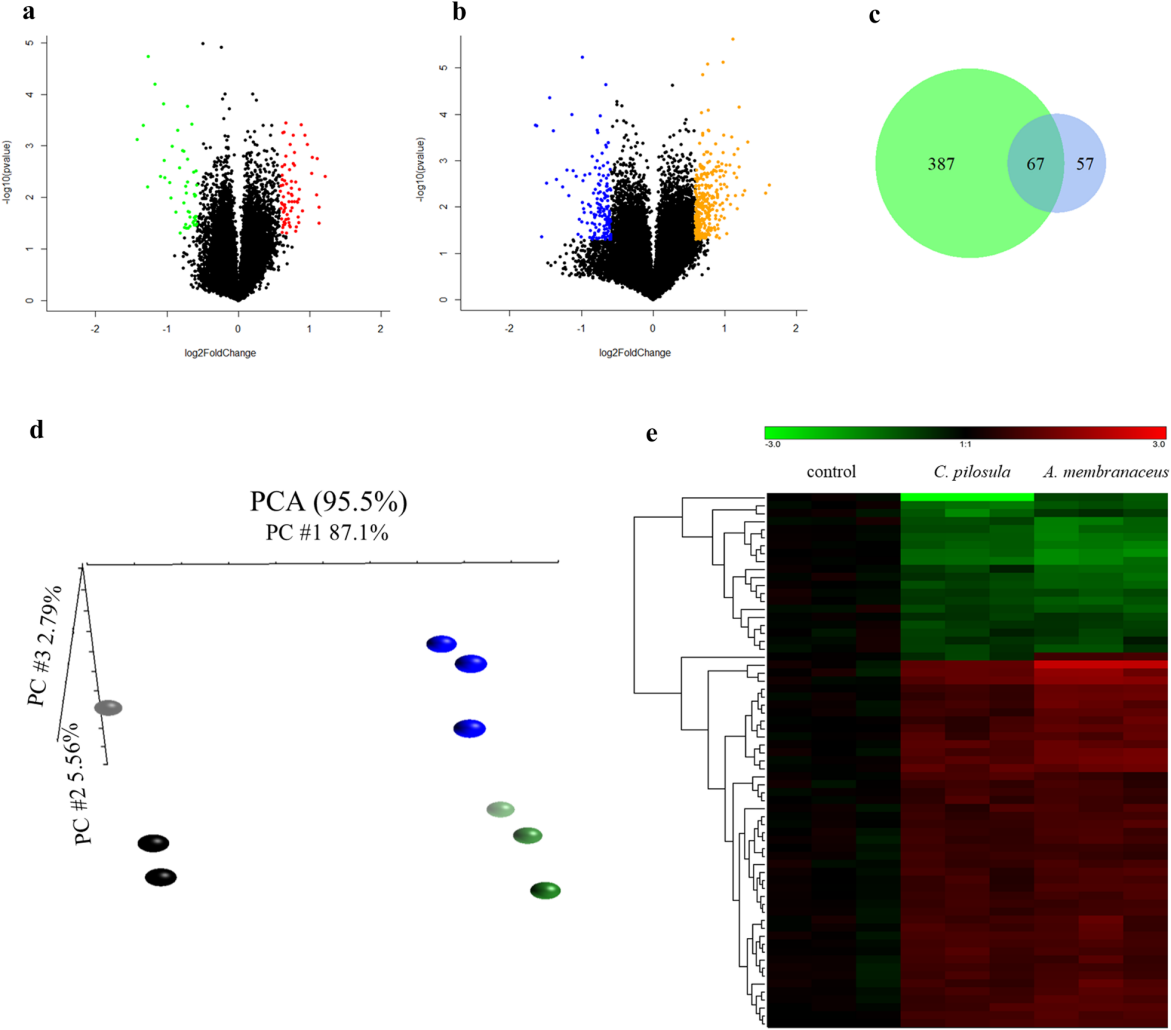
Identification of differentially expressed genes in HepG2 cells treated with *C. pilosula* and *A. membranaceus*. **a** Volcano plots of HepG2 cells treated with *C. pilosula* for 24 h at a dose of 3 mg/mL. Total RNA was extracted and genomic profiling was performed using Illumina Human HT-12 v4 BeadChips. The red spots represent probes with fold changes ≥ 1.5× and *P *< 0.05, whereas the green spots represent probes with fold changes < 1.5× and *P* < 0.05. **b** Volcano plots of HepG2 cells treated with *A. membranaceus* for 24 h at a dose of 3 mg/mL. The orange–red spots represent probes with fold changes > 1.5× and *P *< 0.05, whereas the blue spots represent probes with fold changes < 1.5× and *P* < 0.05. **c** Venn diagram of differentially expressed probes. The blue circle represents probes identified from HepG2 cells treated with *C. pilosula.* The green circle represents probes identified from cells treated with *A. membranaceus*. **d** Principal component analysis of cells treated with *C. pilosula* or *A. membranaceus* with the common differentially expressed probes (n = 67). Blue spot: *C. pilosula* treatment; green spot: *A. membranaceus* treatment; black spot: non-treated control. **e** Heatmap and hierarchical cluster analysis of differentially expressed probes responsive to both *C. pilosula* and *A. membranaceus* treatment. Upregulated and downregulated probes are denoted in red and green, respectively

The 67 differentially expressed probes responsive to both *C. pilosula* and *A. membranaceus* were further examined. Of these, one probe exhibited an inconsistent pattern in both treatments and was hence removed from further analysis; of the remaining 66 probes corresponding to 66 genes, 20 genes were downregulated and 46 were upregulated. 

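The probe with opposite directions belongs to *FST*, follistatin, a secreted protein that binds activins. The count of such probes was 1, but 0 without *C. pilosula* replicate 2 and 2 without *C. pilosula* replicate 3. It was also 0 with another background correction (normexp, offset of 50). *FST* lay at -0.62 with *C. pilosula*, which did not pass the adjusted test (adjusted p = 0.0540), and rose by 0.79 with *A. membranaceus* (SE 0.13, 0.00554). The difference between the extracts passed (1.41, 9.34e-04), and all 3 *A. membranaceus* arrays (10.20, 10.21 and 10.31) lay above the controls (9.45, 9.51 and 9.40) and all 3 *C. pilosula* arrays (8.92, 8.60 and 8.96) below them. Its other probe ran the same way, at -0.48 and 0.24, with a difference of 0.72 (0.0269). Of the other common probes, 116 were raised by both extracts, such as *KRT24*, and 66 were lowered by both, such as *MT1X* (-0.86 and -1.15). Shared controls alone gave 8.24 raised and 7.97 lowered in the simulation, and independent lists would give 5.84 and 4.94. The count raised by both was 207 without control replicate 1 and 63 without control replicate 3, and the count lowered by both was 354 without control replicate 1 and 101 without control replicate 2 or *C. pilosula* replicate 3. At adjusted p under 0.05 with both extracts, 47 probes were raised by both and 19 lowered by both. Without *C. pilosula* replicate 1, 2 or 3 only 36, 39 and 44 probes passed with *C. pilosula*, which caps these counts together.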

To explore the disorders and functions of these qi-tonifying related genes, IPA was performed. The results of the pathway analysis revealed that these genes are involved in organismal injury, reproductive system diseases, and cancer (Table 3). The top four molecular and cellular functions controlled by these genes were related to the development, growth, movement, and viability of cells (Table 4).

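Of the fixed lists that bear on growth and viability, those of DNA replication (20 genes) and mitosis (20 genes) were lower with *A. membranaceus*, with median log2 changes of -0.28 and -0.26 (limma camera adjusted p = 0.00109 and 0.00482). With the correlation between genes estimated from the arrays, the DNA replication call was lost (0.155) and mitosis lay at 0.0493. *MCM6*, part of the helicase that opens DNA, fell by 0.79 (SE 0.12, adjusted p = 0.00460) and *RRM1*, which makes deoxynucleotides, by 0.77 (0.0122), a call lost without *A. membranaceus* replicate 2 (0.0702). The largest mitotic values, *TOP2A* at -1.40, *CENPF* at -1.25, *KIF11* at -1.15 and *TTK* at -1.13, did not pass (0.0900, 0.170, 0.0815 and 0.0534), and without control replicate 3 *TOP2A* lay at -0.92, *CENPF* at -0.47 and *KIF11* at -0.75; with the replicate number as a block *TOP2A*, *KIF11* and *TTK* did (0.00662, 0.00276 and 0.00241). With *C. pilosula* the lists lay at -0.00 and 0.02 and were not called. In the replication list 4 genes passed and in the mitosis list 1 with *A. membranaceus*, and 8 and 6 were lowered and 1 and 1 raised when p was adjusted over the list alone. Without control replicate 2 or *A. membranaceus* replicate 1 or 2 the counts of 4 and 1 became 2 and 0, and without control replicate 1 mitosis had 5. The apoptosis regulators (18 genes) lay at 0.07 with *C. pilosula* and 0.03 with *A. membranaceus* and were not called.

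Targets of NRF2, the factor of the oxidative stress response (23 genes), were higher with both extracts, by a median of 0.40 with *C. pilosula* and 0.52 with *A. membranaceus* (camera adjusted p = 1.59e-13 and 1.47e-12). With the correlation between genes estimated from the arrays, camera's adjusted p was 0.00602 and 0.0101. With *A. membranaceus*, *OSGIN1* rose by 1.16 (0.00118), the exporter *ABCC2* by 1.09 (0.00133) and *GCLM*, which makes glutathione, by 1.02 (0.00143), while another *GCLM* probe lay at 0.50 and did not pass. In this list 6 genes passed with *C. pilosula* and 12 with *A. membranaceus*, and 15 and 16 when adjusted over the list alone. Of the 6 calls with *C. pilosula*, *OSGIN1*, *AKR1C3* and *FTH1* were lost in 9 of the 9 fits that leave out 1 array (highest 0.189, 0.209 and 0.201), *GCLM* in 8 (highest 0.0915), *HMOX1* in 3 and *AKR1B10* in 1. With *A. membranaceus* the 12 became 8 without its replicate 1 or 2. Genes of cholesterol synthesis (24) were lower, by -0.39 and -0.69 (3.64e-12 and 1.16e-14): with *A. membranaceus* *IDI1* fell by 1.29 (9.17e-04), *SQLE* by 1.02 (0.00523) and *MSMO1* by 1.00 (9.30e-04), all enzymes of the pathway. The other *MSMO1* probes lay at -0.47 and 0.24 and did not pass. Of these genes 2 passed with *C. pilosula* and 17 with *A. membranaceus* (13 and 19 over the list alone), which became 0 without any 1 of the *C. pilosula* arrays and 8 without *A. membranaceus* replicate 2. Genes of fatty acid synthesis (13) lay at -0.34 and -0.46 (5.12e-08 and 6.93e-07), with *ACSS2*, which makes acetyl-CoA, down by 0.72 with *A. membranaceus* (0.00654; other probes -0.75, which passed, and 0.05, a dim one, which did not), and 0 and 6 passing (6 and 9 over the list alone), where the 6 became 1 without *A. membranaceus* replicate 1. The metallothioneins (8) lay at -0.90 and -1.21 (9.33e-13 and 3.33e-10), with 5 and 6 lowered (6 and 6 over the list alone). With the estimated correlation, camera's adjusted p was 0.00418 and 0.00213 for cholesterol synthesis. It was 0.00678 and 0.0125 for fatty acid synthesis, and 0.00602 and 0.0125 for the metallothioneins.

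Genes of the ATF4 and amino acid response (27) were higher with *A. membranaceus*, at 0.36 (5.93e-06, 0.0759 with the estimated correlation), with the regulators *CEBPB* up by 0.92 (SE 0.13, 0.00286) and *PPP1R15A* by 0.84 (SE 0.13, 0.00585). Of this list 8 passed (2 without *A. membranaceus* replicate 1 or 2), and 14 were raised and 1 lowered over the list alone, while with *C. pilosula* it lay at 0.09 and was not called (0.0743). Chaperones of the endoplasmic reticulum (18) lay at -0.14 and -0.29 (0.00483 and 0.00132, and 0.0451 and 0.0419 with the estimated correlation). Of these genes 0 and 3 were lowered (0 and 9 over the list alone). The 3 became 0 without *A. membranaceus* replicate 2, and the *C. pilosula* call of the list was lost without *C. pilosula* replicate 2 (0.0504). Targets of p53 (24) lay at 0.11 and 0.17 (0.00620 and 0.0123). The *A. membranaceus* call was lost without control replicate 1 (0.0560), with scaling to the 75th percentile (0.0656) and with the estimated correlation (0.0623). *CDKN1A*, which stops the cell cycle, rose by 0.98 with *A. membranaceus* (SE 0.12, 0.00118). Of the p53 targets 1 was raised with *C. pilosula* (2 over the list alone), and with *A. membranaceus* 4 were raised and 1 lowered (7 and 2), but 2 raised and 0 lowered without control replicate 2. The pathway tool and knowledge base behind the paper's functions were not available, so these fixed lists stand beside them and do not repeat them.

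**Figure D2:**
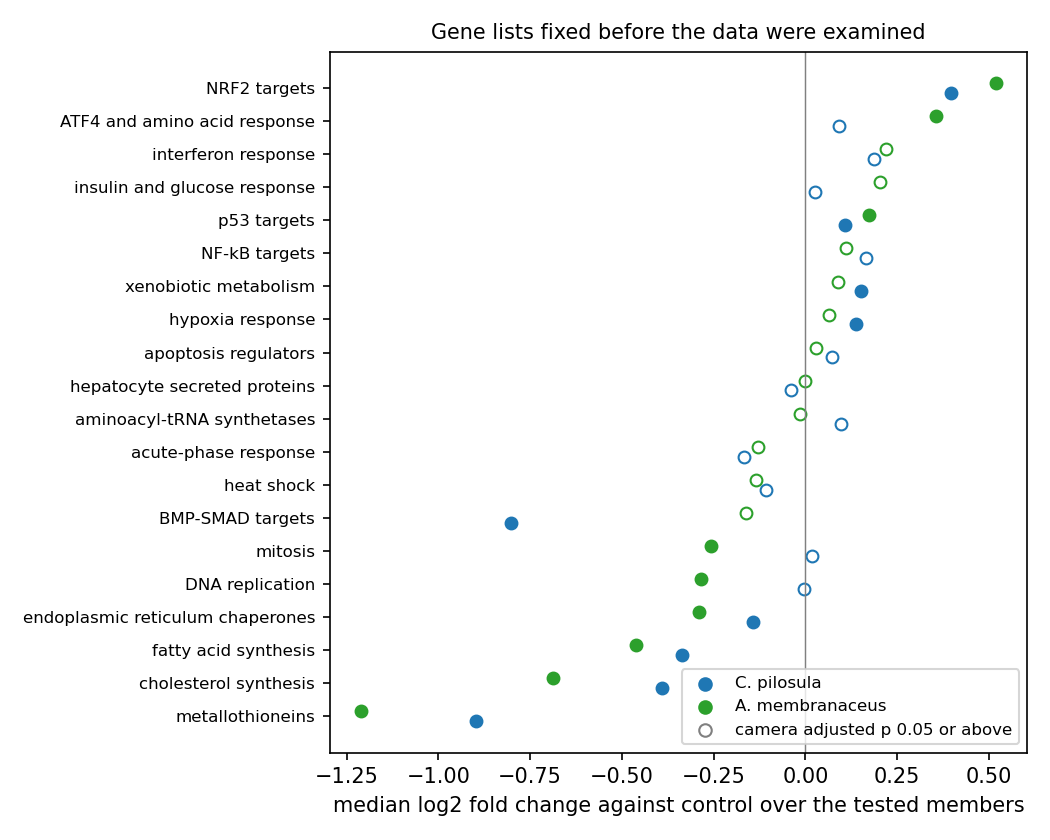
Median log2 change of each fixed gene list with *C. pilosula* (blue) and *A. membranaceus* (green), 3 arrays a group. Filled points, camera adjusted p under 0.05; open points, 0.05 or above.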

**Table 3:** Top five diseases and disorders involving differentially expressed genes that responded to both *C. pilosula* and *A. membranaceus* identified using Ingenuity Pathway Analysis

Name	*P* value	Molecules
Organismal injury and abnormalities	2.42E−02 to 6.93E−07	53
Reproductive system disease	2.42E−02 to 6.93E−07	35
Cancer	2.42E−02 to 1.25E−06	46
Gastrointestinal disease	2.42E−02 to 1.25E−06	29
Hepatic system disease	2.10E−02 to 1.25E−06	18

**Table 4:** Top five molecular and cellular functions involving differentially expressed genes that responded to both *C. pilosula* and *A. membranaceus* identified using Ingenuity Pathway Analysis

Name	*P*-value	Molecules
Cellular development	2.12E−02 to 7.19E−07	22
Cellular growth and proliferation	2.12E−02 to 7.19E−07	24
Cellular movement	1.89E−02 to 9.66E−06	15
Cell death and survival	2.12E−02 to 2.41E−05	24
Amino acid metabolism	6.98E−03 to 5.50E−05	6

### Validation of probes related to qi-tonifying herbs by using quantitative RT-PCR

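*HAMP*, the iron hormone hepcidin, fell by 3.48 on the log2 scale with *C. pilosula* (limma adjusted p = 1.15e-07) and by 0.93 with *A. membranaceus* (0.00318; SE 0.13 for both, n = 3 arrays a group). *GDF15*, a stress-induced secreted factor, rose by 1.15 and 2.33 (SE 0.14, adjusted p = 0.00390 and 1.99e-05), *HMOX1*, which breaks down heme, by 1.21 and 1.67 (SE 0.19, 0.0150 and 9.17e-04), and *IGFBP1*, which binds insulin-like growth factors, by 1.16 and 1.70 (SE 0.13, 0.00210 and 9.08e-05). *AKR1B15*, an aldo-keto reductase, rose by 0.95 and 1.34 (SE 0.12, 0.00463 and 2.18e-04), and *GCNT3*, which builds mucin sugars, by 1.03 and 1.15 (SE 0.13, 0.00436 and 9.17e-04). *HEY1*, a transcription factor downstream of Notch, fell by 1.52 and 1.10 (SE 0.13, 4.85e-04 and 0.00114), *HMGCS1*, of cholesterol synthesis, by 0.89 and 1.38 (SE 0.16, 0.0286 and 9.17e-04), and the metal-binding *MT1E* by 0.93 and 1.27 (SE 0.14, 0.00976 and 8.14e-04). For each of the 9 genes the 3 arrays of each extract lay outside the range of the 3 controls. By the mean size of the 2 changes, *HAMP*, *GDF15*, *HMOX1* and *IGFBP1* ranked 1 to 4 among the 183 common probes, *HEY1* 9, *AKR1B15* 13, *HMGCS1* 14, *MT1E* 19 and *GCNT3* 21.

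With *C. pilosula*, 3 of the calls depended on single arrays. *HMGCS1* was lost without control replicate 2 (0.0767) or 3 (0.0563), *C. pilosula* replicate 1 (0.148), 2 (0.133) or 3 (0.0818) and *A. membranaceus* replicate 1 (0.0536) or 2 (0.0567), over all probes (0.0834) and with only the 2 groups compared (0.0698). *HMOX1* was lost without *C. pilosula* replicate 1 (0.0759), 2 (0.0967) or 3 (0.0702) and over all probes (0.0840), and *MT1E* without control replicate 2 (0.0586) or *C. pilosula* replicate 3 (0.0551). Other probes went the same way but were weaker for *HEY1* (-0.94 and -0.49) and *IGFBP1* (0.72, which did not pass at 0.257, and 1.22), and a dim *MT1E* probe lay at -0.07 and -0.03. The 9 genes were picked in the study from these same arrays, so their values here are not independent evidence.

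**Figure D3:**
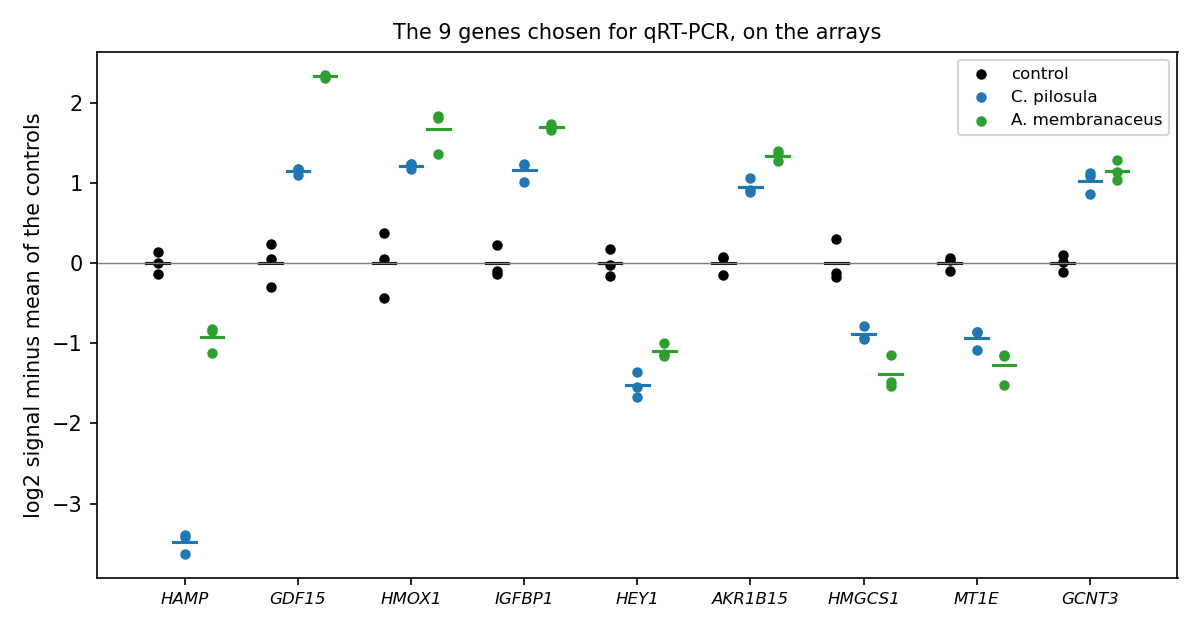
Log2 signal of the 9 genes on each array, minus the control mean, for control (black), *C. pilosula* (blue) and *A. membranaceus* (green). Points, arrays (3 a group); bars, group means.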

To validate these drug-related genes as biomarkers for qi-tonifying herbs, we selected the top nine genes with maximal changes from the common genes responsive to qi-tonifying herbs and validated their expression levels through qRT-PCR. As shown in Fig. 4, the expression levels of *GCNT3*, *GDF15*, *HMOX1*, and *IGFBP1* were significantly (*P* < 0.05) upregulated after *A. membranaceus* treatment and slightly upregulated after *C. pilosula* treatment. Conversely, the expression levels of *HAMP*, *HEY1*, *HMGCS1*, and *MT1E* were significantly (*P* < 0.05) downregulated after both *A. membranaceus* and *C. pilosula* treatment.

**Fig. 4:**
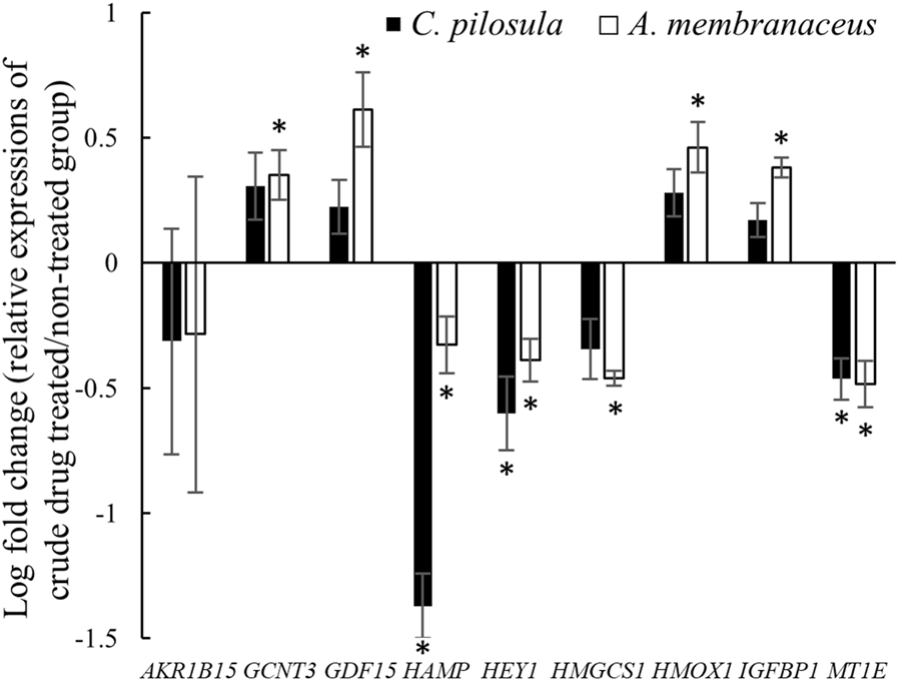
Validation of differentially expressed genes by using quantitative RT-PCR. Expression levels of nine genes were measured in HepG2 cells treated with *C. pilosula* or *A. membranaceus* (3 mg/mL) for 24 h by using qRT-PCR. Internal control: *ACTB*. The relative expression levels of genes were normalized to the non-treated group. All experiments were repeated at least three times and results are presented as mean ± SEM. *P < 0.05, Student *t* test

### Effects of qi-consuming crude on drug-related gene markers

To reduce false positives, we expected qi-related genes to exhibit opposite responses to treatments with qi-tonifying and qi-consuming herbs. To identify the biomarkers that can accurately reflect the qi status, we examined the expression levels of the aforementioned nine genes in the HepG2 cells treated with the peel of *C. reticulata*, a qi-consuming crude drug. HepG2 cells were treated with 1.5 mg/mL of *C. reticulata* for 24 h (Fig. 5a), and total RNA was extracted to examine expression values. As shown in Fig. 5b, *GCNT3*, *GDF15*, and *HMOX1* exhibited reciprocal responses to qi-tonifying (*A. membranaceus* and *C. pilosula*) (Fig. 4) and qi-consuming (*C. reticulata*) treatments, indicating that these three genes can be used as biomarkers to reflect the status after treatment with qi-related drugs.

**Fig. 5:**
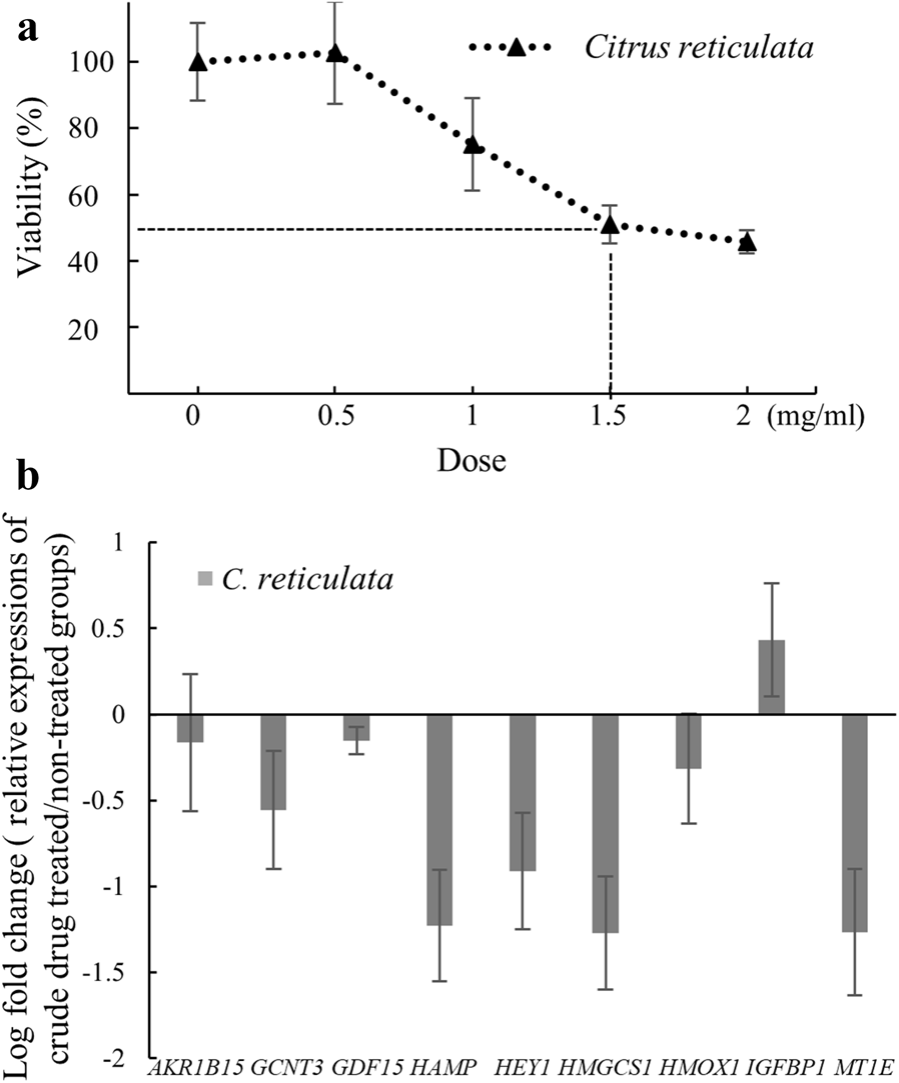
Validation of drug-related biomarkers in HepG2 cells treated with *C. reticulate*. **a** Cytotoxic effects of *C. reticulate* on HepG2 cells were measured using the MTT at 48 h. **b** Relative expression levels of drug-related genes measured in HepG2 cells treated with *C. reticulate* at a dose of 1.5 mg/mL for 24 h

### Expression patterns of *GCNT3*, *GDF15*, and *HMOX1* in two other hepatocellular cell lines

To exclude the cell line–specific effect, we further examined the expression of these genes in a hepatocarcinoma cell line, Huh7, and normal hepatic L-02 cells. The doses that caused 50% of growth inhibition of *C. pilosula* and *A. membranaceus* were 4.5 and 4 mg/mL in Huh7 cells respectively (Fig. 6a, b). The same experiment revealed 50% growth inhibition doses of 5 and 4 mg/mL on L-02 cells (Fig. 6d, e). Expression patterns of *GCNT3*, *GDF15*, and *HMOX1* in Huh7 and L-02 cells after *C. pilosula* or *A. membranaceus* treatments (Fig. 6c, f) were similar to those in hepatocellular carcinoma HepG2 cells (Fig. 4).

**Fig. 6:**
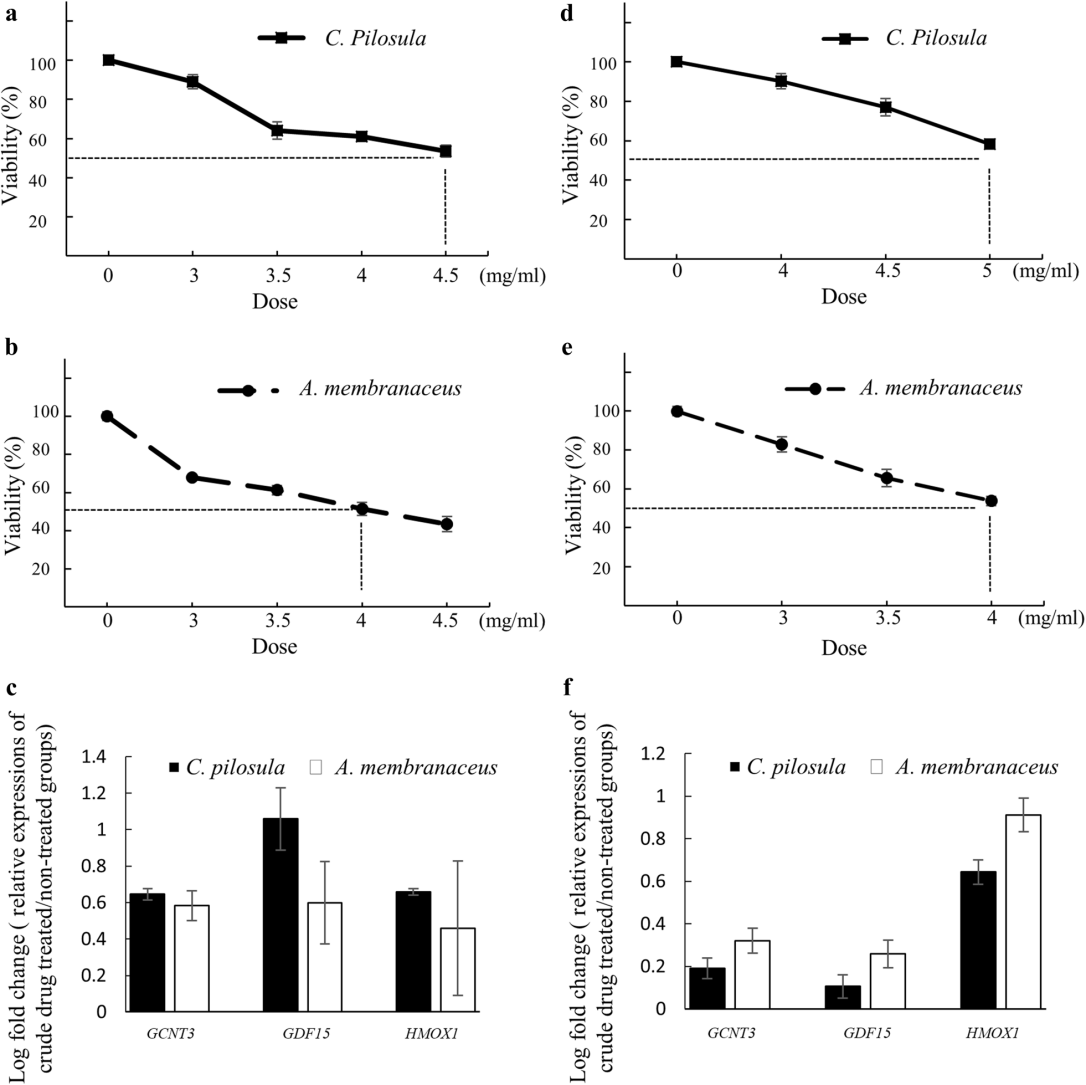
Expression levels of drug-related genes in Huh7 and L02 liver cells treated with *C. pilosula* and *A. membranaceus*. Cytotoxic effects of *C. pilosula* (**a**) and *A. membranaceus* (**b)** on Huh7 cells measured using MTT assay at 48 h. **c** Relative expression levels of drug-related genes in Huh7 cells treated with *C. pilosula* (4.5 mg/mL) or *A. membranaceus* (4 mg/mL) for 24 h. Cytotoxic effects of **d** *C. pilosula* and **e** *A. membranaceus* on L-02 cells measured by using the MTT assay at 48 h. **f** Relative expression levels of drug-related genes in L-02 cells treated with *C. pilosula* (5 mg/mL) or *A. membranaceus* (4 mg/mL) for 24 h

### Expression of GDF15 and HMOX1 proteins was elevated in HepG2 cells

The protein expressions of GCNT3, GDF15 and HMOX1 were examined in HepG2 cells at the dose of 3 mg/mL of both *C. pilosula* or *A. membranaceus* for 48 h. Similar to the results of RNA (Fig. 6c, f), the GDF15 protein content drastically increased after treatments with *C. pilosula* or *A. membranaceus*, HMOX1 was increased after the treatment of *A. membranaceus*, and amount of GCNT3 did not change (Fig. 7a).

**Fig. 7:**
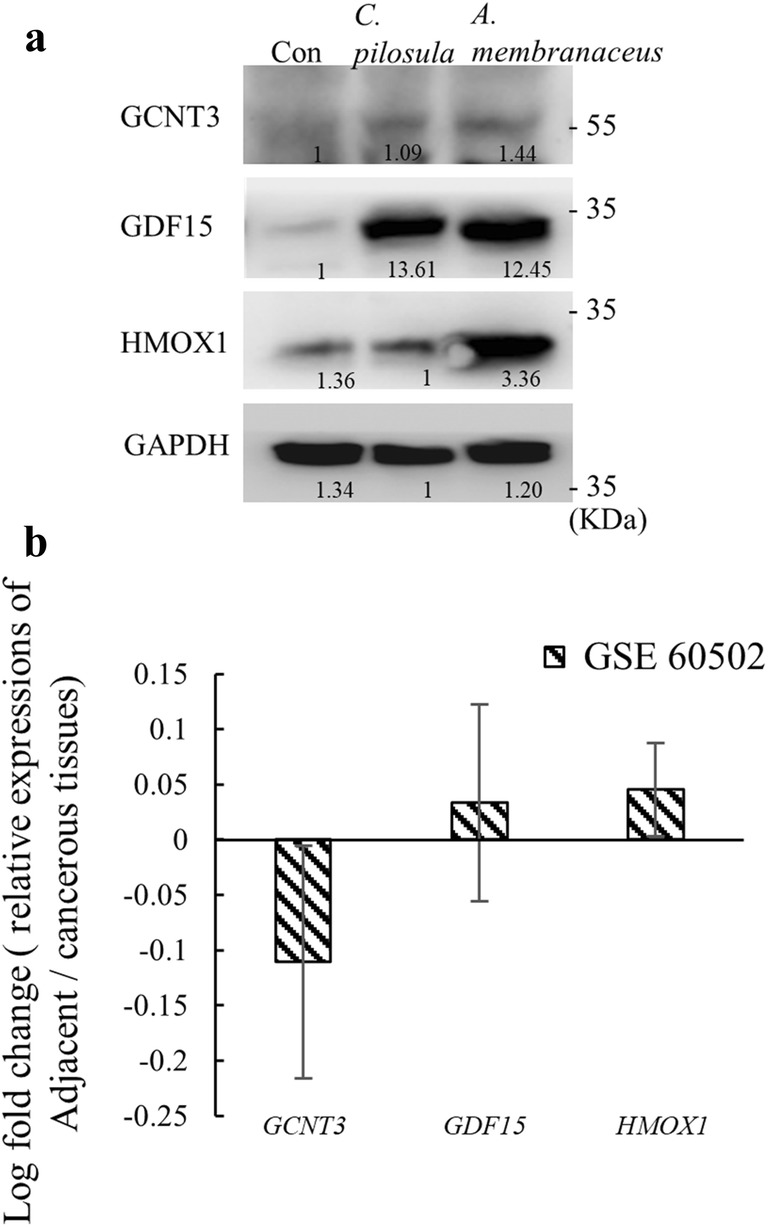
Validation of drug-related biomarkers at the protein level by using clinical data from external dataset. **a** Immunoblots of drug-related biomarker proteins. **b** Relative expression levels of drug-related genes in adjacent normal tissues compared with hepatocellular carcinoma were examined using the GEO data set, GSE60502 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60502)

### Drug-related gene markers on clinical samples

After identifying the markers in the cell line model, we examined the relative expression levels of the three genes in clinical samples. The expression data were downloaded from the GEO data set GSE60502. As shown in Fig. 7b, the expression patterns of *GDF15* and *HMOX1*, but not *GCNT3*, in adjacent normal tissues compared with hepatocellular carcinoma showed patterns similar to those in cells treated with qi-tonifying drugs (Figs. 4, 6), implicating the application of these two genes (*GDF15* and *HMOX1*) as biomarkers after treatment with qi-related drugs.

## Discussion

Although the definition and characteristics of qi-related botanical drugs, such as *C. pilosula* and *A. membranaceus*, have been debated for a long time, no decisive conclusion has been reached. The key reason for the controversial results is that these drugs are prescribed exclusively on the basis of apparent symptoms, which are hard to define neither qualitatively nor quantitatively. In this study, we qualitatively defined biological effects by measuring the expression levels of related genes in hepatocellular cells and hepatocellular carcinoma samples to identify indicators that reflect the qi status after treatment with these two herbs.

*Astragalus membranaceus* and other botanic drugs are prescribed frequently in patients with liver cancer [10]. However, identifying related biomarkers for each drug was difficult because numerous variables could not be controlled in a clinical setting, such as sex, age, and dietary habits. Therefore, we used a cell model in the current study to eliminate these variables. Furthermore, genomic approaches, such as microarray technique are ideal detection methods for surveying the mechanism of botanical herbs because one herbs may contain many ingredients and may trigger many downstream pathways.

To reduce the effects of false positives, we only selected differentially expressed genes that responded to both *C. pilosula* and *A. membranaceus* (Fig. 3c). These drug-related gene candidates were mainly involved in organismal injury, cellular development, and cellular growth. These results are consistent with those in previous studies [5, 7, 8]. For example, *C. pilosula* induced proliferation and migration in RSC96 Schwann cells [18] and exhibited a hepatoprotective effect in a rat model [19]. *A. membranaceus* exhibited cardioprotective activity [20] and wound-healing effects [8]. These studies have shed some light regarding the association between qi-related drugs and biological functions and could provide clues for additional explorative experiments in the future.

After microarray analysis, nine genes with relatively high fold changes were selected for validation through qRT-PCR. Except *AKR1B15*, the remaining eight genes had expression patterns similar to those in the microarray (Fig. 4). 

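On the arrays, *GCNT3* was at 8.21 ± 0.10, 9.24 ± 0.14 and 9.36 ± 0.12 in controls, *C. pilosula* and *A. membranaceus* (log2 signal, mean ± SD of 3 arrays). *GDF15* was at 9.74 ± 0.27, 10.90 ± 0.05 and 12.08 ± 0.02, *HMOX1* at 7.78 ± 0.40, 9.00 ± 0.04 and 9.45 ± 0.26, and *IGFBP1* at 8.18 ± 0.20, 9.35 ± 0.13 and 9.88 ± 0.03. *HAMP* was at 9.53 ± 0.14, 6.05 ± 0.13 and 8.60 ± 0.17, *HEY1* at 8.27 ± 0.17, 6.75 ± 0.16 and 7.17 ± 0.09, *HMGCS1* at 10.82 ± 0.26, 9.93 ± 0.09 and 9.44 ± 0.21, and *MT1E* at 12.40 ± 0.09, 11.47 ± 0.13 and 11.13 ± 0.21. *AKR1B15* was at 9.78 ± 0.12, 10.74 ± 0.10 and 11.13 ± 0.07 and was detected on all 9 arrays. Between the extracts, *HAMP* was higher with *A. membranaceus* by 2.55 (limma adjusted p = 4.41e-06) and *GDF15* by 1.18 (0.00645, and 0.0591 without *A. membranaceus* replicate 1), while differences between -0.49 and 0.53 did not pass for the other 7. *AKR1B10*, a close relative of *AKR1B15*, was at 12.1 in the controls and rose by 0.77 with *C. pilosula* (SE 0.11, 0.00850, and 0.0556 without control replicate 2) and 0.91 with *A. membranaceus* (0.00114).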

Because the drug-related genes were expected to exhibit opposite responses when the cells were treated with qi-tonifying and qi-consuming herbs, the genes were also examined in HepG2 cells treated with the qi-consuming drug *C. reticulata*. *GCNT3*, *GDF15*, and *HMOX1* exhibited reciprocal responses to qi-tonifying (Fig. 4) and qi-consuming (Fig. 5) treatments.

The expression patterns of these three genes were examined in other hepatocellular cells. The expression patterns of *GCNT3*, *GDF15*, and *HMOX1* in Huh7 and L-02 cells after treated with qi-tonifying herbs (Fig. 6) were similar to those in hepatocellular carcinoma HepG2 cells (Fig. 4). Other hepatoma cell lines, such as Hep3B and HA22T, were not selected because both *C. pilosula* and *A. membranaceus* cannot reach fifty percent of growth inhibitory effect at the maximum dose of 5 mg/mL (data not shown). Hep3B and HA22T belong to poorly differentiated malignant hepatocellular cell lines [21] and they might show more resistance against anticancer drugs.

*Codonopsis pilosula* and *A. membranaceus* are frequently prescribed according to patients’ external symptoms. Qi deficiency is characterized by physical symptoms such as lassitude, spontaneous sweating, pale complexion, and a weak pulse, which cannot be easily quantitated. The practical significance of the experiments was to identify the gene markers for these drugs so that these drugs can be prescribed by examining the gene marker expressions in patients. Therefore, the relative expressions levels of these three drug-related genes were examined in clinical samples from public repository, Gene Expression Omnibus (GEO). We hypothesized that the expression profiles of these drug-related genes in cells treated with qi-tonifying drugs, *C. pilosula* or *A. membranaceus*, are similar to those in adjacent normal tissues compared with cancerous tissues. *GDF15* and *HMOX1*, but not *GCNT3*, were upregulated in adjacent normal tissues, which was similar to the pattern in cells treated with qi-tonifying drugs (Figs. 4, 6). Therefore, our results suggested that *GDF15* and *HMOX1* could be biomarkers for treatment with qi-related drugs. Although it remains unclear how these genes could reflect the cell status after treatment with qi-related drugs, previous studies have shown that *GDF15* promoted angiogenesis through the p53/HIF-1 alpha pathway [22], and *HMOX1* maintained bone mass by attenuating a redox imbalance [23]. However, additional experiments are required to explore the underlying mechanism by which these two genes reflect the cell status and to examine the expression of these genes in our collected clinical samples.

## Conclusions

By using the genomic approach of microarrays in hepatocellular carcinoma cells treated with qi-tonifying botanic drugs, *C. pilosula* and *A. membranaceus*, followed by qRT-PCR validation of hepatic normal cells and clinical samples, we identified drug-related genes associated with qi and their functions. Additionally, our results suggested that *GDF15* and *HMOX1* are potential biomarkers in hepatic cells, which might serve as indicators of effectiveness while prescribing these qi-related drugs.

## Additional file

**Additional file 1.** Minimum standards of reporting checklist.

## Abbreviations

TCM: traditional Chinese medicine
ITS1: internal transcribed space 1
PCA: principal components analysis

How the deposited data were processed for this re-analysis (not part of the article)

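HepG2 cells received 3 mg/mL of *C. pilosula* extract, 3 mg/mL of *A. membranaceus* extract or no extract for 24 h, and RNA of 3 samples from each group was hybridised to 9 Illumina HT-12 v4 arrays. The labels give the arrays of each group a replicate number, and neither the paper's text nor the deposited records say whether the replicates are separate cultures (the paper's additional file, a reporting checklist, was not available), so the p-values measure only the spread between these samples, which may be technical. A *C. pilosula* sample carries another number in its title than in its description, and the description was used.

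The authors summarised the scans to probe intensity with BeadStudio 3.1 and deposited the intensity values that were not normalized, each with a detection p-value, the p-value the authors' software gives for signal above negative controls. The authors also deposited a normalized table on the log2 scale with the same detection p-values, and the series matrix holds the same log2 values as that table (largest difference 0). The paper names background adjustment and quantile normalization, and the submitters' processing notes name RMA, with no version stated. The normalized table differs by at most 0.00461 from the log2 of the quantile normalized signals with no background correction, and its median per array is 5.54, against 4.53 after the processing used here. No other per-sample column was left unused (0), the lowest signal was 23.4, and 0 pairs of arrays held equal values, with a highest correlation of 0.996.

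From the signals that were not normalized, neqc in limma 3.58.1 (R 4.3.3) corrected the background from the detection p-values, added an offset of 16, quantile normalized and took log2. Of 47316 probes, the 20852 with a detection p under 0.05 on at least 3 of the 9 arrays were tested, and 55.9% were not. Detected probes per array numbered 19435, 19381 and 20910 in the controls, 18678, 19171 and 19961 with *C. pilosula*, and 19464, 18877 and 19300 with *A. membranaceus*. In GEO's platform table 30109 probes had 1 gene, 8 several and 17199 none. Symbols of 30070 probes were updated through their Entrez numbers with the RefSeq gene table of GRCh38.p14, which was used for names and for no coordinates. Of the rest, 2806 names in the file were current symbols, 924 were updated from older symbols and 13469 kept the file's name, 3863 of them among the tested probes. The tested probes stand for 16124 genes. Where a gene had several probes, lists used the probe with the highest mean signal, and named genes used the probe that the rule picked, with other probes given beside some of the values.

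Probes were tested with lmFit and eBayes on 3 groups, with contrasts of each extract against the control and of *A. membranaceus* against *C. pilosula*, and p was adjusted by Benjamini-Hochberg within each contrast at 0.05. The paper's criteria, an unadjusted p under 0.05 and at least 1.5-fold, were applied to the same fit. Fixed lists (23, of which 20 had at least 5 tested members) were tested with camera at an inter-gene correlation of 0.01, and adjusted over the lists, with the correlation estimated by the tool as an alternative. The lists, tests, settings, alternatives and the naming rule were written before the data were examined, apart from the 3 alternatives named in the closing section, the weighing of the fit without control replicate 3 and the distances over all probes. The paper's 9 genes, picked from these arrays, were known by then. Calls of lists that hold some of them are therefore not independent of that choice. Where a probe was not detected on any array of a group, its fold is a lower bound, taken against the mean of, per array, the higher of the lowest signal among detected probes and the probe's own.

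The genes named are the 9 genes of the paper's qRT-PCR, and per extract the 10 largest rises and 10 largest falls, 1 probe per gene, among probes with an adjusted p under 0.05 whose 3 treated arrays all lie outside the range of the 3 controls. To these come up to 4 members with the largest change of each list that was called or had at least 3 members passing, the 5 largest differences each way between the extracts, *ACTB* and *GAPDH*, and any probe changed in opposite directions. The 9 genes were known from the paper, which chose them on these arrays. Genes named outside this rule were chosen after their values were seen; these are *MT1X*, *AKR1C3*, *FTH1*, *AKR1B10* beside *AKR1B15*, and those said to be so.

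The steps were tested on simulated data, with arrays drawn around the real means and spreads and a drawn set of the 20852 probes changed by known folds. For *C. pilosula* 20.9% of 1.5-fold, 92.5% of 2-fold and 98.5% of 4-fold changes were called, and for *A. membranaceus* 34.3%, 95.5% and 100%, with 9.03% and 6.13% of calls false. Both extracts were simulated in the same way, so the gaps between them come from the draw. The arrays were drawn independently, without the structure that the real arrays share within groups, so these rates need not hold for the real arrays. The overlap between the extracts was set against 100 simulations in which all 9 arrays, controls included, were drawn with no change.

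Pairing was checked because the labels give each group the same replicate numbers. The deviations from the group means of arrays with the same number correlated at 0.31, 0.24 and 0.57 for control and *A. membranaceus*, at 0.57, -0.19 and 0.36 for control and *C. pilosula*, and at 0.24, -0.09 and 0.39 between the extracts. For *A. membranaceus* and control each correlation exceeds 0.1, so the fit with the replicate number as a block (4031 probes) is given beside that result. That fit blocks all the arrays, *C. pilosula* included. On the axis with the most variance within groups, replicate 3 scored highest in both control (0.637) and *A. membranaceus* (0.348). A single shared axis may thus give these correlations, and they do not show that the samples were paired. The fit without the block stayed the one written in advance, since the paper names no pairing.

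Alternatives were no background correction, normexp on all probes with an offset of 50, scaling to the 75th percentile, the authors' normalized table, the series matrix, no filter, a detection p under 0.01 on all 9 arrays, only the groups compared, an intensity trend, array weights, the replicate block, a Student's t per probe, the authors' table with all probes and Student's t, 1 probe per gene, and each array left out. The array chip could not be used as a block because the files name none. The qRT-PCR, protein and cell viability data of the paper are not among the files used here and were left out, as were the clinical data, which the paper took from another public series, and the pathway analysis, whose knowledge base was not available. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.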

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

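The test without control replicate 3 and the removal of the shared axis below were chosen only after the results were seen, the former with its bound also written then.

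*HAMP*, *ID1*, *ID3* and *ID2*, genes that BMP signals switch on through SMAD factors, were lower with *C. pilosula* than with *A. membranaceus*, and were picked out because this difference itself passed the test. The differences, *A. membranaceus* minus *C. pilosula*, were 2.55, 1.04, 1.02 and 0.64 on the log2 scale, while other probes of *ID1* (0.80, 0.122) and *ID2* (0.71, 0.0934) did not pass, and the median of the list (7 of 9 genes tested) was 0.64 (camera adjusted p = 2.41e-13, 0.0210 with the estimated correlation); *HAMP* kept its call on leaving out each array, while *ID1* (0.0692), *ID3* (0.0591) and *ID2* (0.108) lost theirs without *A. membranaceus* replicate 1 and *ID1* (0.0600), *ID3* (0.0600) and *ID2* (0.198) without replicate 2, *ID1* (0.0522) and *ID2* (0.154) without *C. pilosula* replicate 2, and *ID2* also without each of *C. pilosula* replicate 1 (0.115) and 3 (0.182), *A. membranaceus* replicate 3 (0.140) and control replicate 1 (0.0669) and 2 (0.0933). Against a technical axis that the arrays share within groups, the median was 0.66 with that axis removed, and against a single array, the lowest median on leaving out each array was 0.55 (without *A. membranaceus* replicate 3, where the estimated-correlation p was 0.0586). Less BMP-SMAD signal with *C. pilosula* is a candidate explanation, as a hypothesis found and tested on the same arrays, and *HAMP* was picked by the paper from them. A change in another regulator of these genes stays open.

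*A. membranaceus* changed more probes than *C. pilosula*, 1430 against 103 at adjusted p, and 234 against 59 without *A. membranaceus* replicate 2, which gave the lowest *A. membranaceus* count. Without control replicate 3, which stood apart from the other controls, the ratio of the counts was 7.74 (604 against 78). With the first axis within groups removed it was 4.90 (3561 against 726). Both ratios stayed above the bound set for a technical source alone, but a technical source of part of the imbalance stays open. The removal lowers the residual spread and raises both counts, so their ratio cannot decide. At the paper's criteria the removal took *A. membranaceus* from 1569 to 678 probes and *C. pilosula* from 297 to 235. That axis holds 52.5% of the variance within groups, and its probe loadings correlate at -0.63 with the *A. membranaceus* changes and -0.47 with those of *C. pilosula*. A stronger response at the same mg/mL may explain the imbalance, since extracts of equal weight need not hold equal amounts of active compounds. The paper reports that both extracts inhibited growth to about the same extent at this dose. Its growth assays were made at a later time than the arrays and did not measure RNA, so they cannot decide. Whether the extracts differ in strength was not tested. In each fit that leaves out 1 array the *A. membranaceus* count stayed above the *C. pilosula* count. RNA quality that differs between whole groups is measured in no file.

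*AKR1B15* rose with both extracts on the arrays. The paper reports qRT-PCR patterns similar to the arrays for the other 8 genes and excepts this one. Signal near the background was tested: its probe was detected on 6 of 6 treated arrays, which argues against it. *AKR1B10*, a close relative with a brighter probe, rose by 0.77 with *C. pilosula* and 0.91 with *A. membranaceus*, less than *AKR1B15* (0.95 and 1.34). Shared signal predicts that the *AKR1B10* probe is detected on all 9 arrays and rises with both extracts, and it did. Cross-hybridisation may thus add to the *AKR1B15* values. The sizes of the rises cannot decide, since the 2 probes differ in brightness (9.78 for *AKR1B15* and 12.1 for *AKR1B10* in the controls). Joint regulation of the 2 genes stays open, since the test cannot part the explanations and the probe sequences were not compared.

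These genes were picked out because the difference between the extracts passed the test (*A. membranaceus* minus *C. pilosula*, log2): *FST* 1.41, *GDF15* 1.18, *ARRB1* 1.10, *RPS29* 1.05, *CCN2* 1.02, *PAQR8* 0.99, *AQP8* 0.86, *HOXD1* 0.71 and *KRT24* 0.60, and on the lower side *SNORA80E* -1.86, *CYP1A1* -1.41, *RMRP* -1.27, *SNORA5A* -1.24 and *SNORA57* -1.18. *RPS29* is called on a dim probe, and its 3 bright probes lie at 0.09, 0.04 and -0.01. *ARRB1* is called on its dimmest probe, and its brighter probes lie at 0.21 (0.520) and -0.01 (0.988), and the other *CCN2* probe lies at 0.83 and did not pass (0.0659). *HAMP*, *FST* and *CYP1A1* kept their calls on leaving out each array. Without *A. membranaceus* replicate 1 the others were lost: *GDF15*, *RPS29* and *SNORA57* (0.0591 each), *SNORA80E* and *PAQR8* (0.0692 each), *CCN2* 0.0822, *RMRP* 0.103, *ARRB1* 0.112, *HOXD1* 0.143, *SNORA5A* 0.148, *KRT24* 0.223 and *AQP8* 0.227. Without *A. membranaceus* replicate 2 *SNORA80E* (0.0600), *PAQR8* (0.0630), *RMRP* (0.0748), *CCN2* (0.101), *ARRB1* (0.110), *HOXD1* (0.154), *SNORA5A* (0.177), *KRT24* (0.177) and *AQP8* (0.200) were lost, and without replicate 3 *RMRP* (0.0650), *AQP8* (0.0707), *HOXD1* (0.0743), *SNORA5A* (0.117) and *KRT24* (0.126).

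Of the same differences, *PAQR8* (0.0545), *RMRP* (0.0527), *CCN2* (0.0676), *HOXD1* (0.0965), *SNORA5A* (0.0999), *AQP8* (0.125) and *KRT24* (0.127) were lost without *C. pilosula* replicate 1. *PAQR8* (0.0502), *SNORA5A* (0.0829), *CCN2* and *AQP8* (0.0882 each), and *ARRB1*, *HOXD1* and *KRT24* (0.118 each) were lost without *C. pilosula* replicate 2, and *HOXD1* (0.0520), *ARRB1* (0.0966), *AQP8* (0.182) and *KRT24* (0.182) without replicate 3. *SNORA5A* (0.0535), *AQP8* and *KRT24* (0.0602 each) were lost without control replicate 1, and *HOXD1* (0.0627), *AQP8* (0.0691), *SNORA5A* (0.0802) and *KRT24* (0.0867) without control replicate 2.

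Lists picked out because the difference between the extracts passed camera were, with their medians, NRF2 targets 0.14, ATF4 and amino acid response 0.26, cholesterol synthesis -0.28, metallothioneins -0.29, mitosis -0.33, DNA replication -0.29, xenobiotic metabolism -0.22 and insulin and glucose response 0.19. With the estimated correlation, adjusted p was 0.0703, 0.0863, 0.0131, 0.0703, 0.0300, 0.0903, 0.0639 and 0.121 in that order. The insulin and glucose call was also lost without control replicate 3 (0.0581), *C. pilosula* replicate 1 (0.0888) or 3 (0.0835) and *A. membranaceus* replicate 1 (0.0914) or 3 (0.0766).

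Lists that the paper does not report and that camera called against the controls were, with *C. pilosula*, NRF2 targets 0.40, endoplasmic reticulum chaperones -0.14, cholesterol synthesis -0.39, fatty acid synthesis -0.34, metallothioneins -0.90, p53 targets 0.11, BMP-SMAD targets -0.80, hypoxia response 0.14 and xenobiotic metabolism 0.15; the hypoxia call was lost with the estimated correlation (0.113). With *A. membranaceus* they were NRF2 targets 0.52, ATF4 and amino acid response 0.36, endoplasmic reticulum chaperones -0.29, cholesterol synthesis -0.69, fatty acid synthesis -0.46, metallothioneins -1.21, p53 targets 0.17, mitosis -0.26 and DNA replication -0.28, and the estimated correlation ended the calls of the ATF4 and amino acid response (0.0759), p53 targets (0.0623) and DNA replication (0.155). *HMOX1*, *HMGCS1*, *MT1E*, *GDF15*, *HAMP*, *IGFBP1* and *HEY1*, which the paper picked from these arrays, are each a member of a list. The calls of those lists are therefore not independent of the paper's choice.

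Other groupings of the 6 arrays of each comparison make 10 splits, too few for a share under 0.05. *C. pilosula* against control gave 103 probes at adjusted p, as did 1 of the 10 splits, the real one, and the highest other split gave 0. *A. membranaceus* against control gave 1430 (1 of 10, highest other 0) and *A. membranaceus* against *C. pilosula* 83 (1 of 10, highest other 0). At the paper's criteria *C. pilosula* gave 297, and 4 of 10 splits gave as many, the highest other 568 with controls 1 and 2 and *C. pilosula* replicate 1 set against the rest, which points to a structure of the samples. *A. membranaceus* gave 1569 at these criteria (1 of 10, highest other 1085).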

How the results depend on the processing

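Both settings with a Welch test and the removal of the shared axis were chosen after the data were seen. No named gene and no list that was called in the fit used here changed direction under any setting (0 reversed). Those not called in that fit that changed direction are counted below as keeping their side. The changes of *GDF15* and *HMOX1* against the controls are given apart and are not in these counts. Over the alternatives, named genes kept their side of the threshold in 6668 cases, crossed to a called value in 253 and lost the call in 1118, and lists in 1258, 33 and 23. Of the 103 and 1430 calls, 97 and 1328 were kept with no background correction, 69 and 810 over all probes and 44 and 618 with only the 2 groups compared. Probes near the background limit the result: 55.9% were not tested. A 1.5-fold change was called in 20.9% and 34.3% of simulated cases for *C. pilosula* and *A. membranaceus*, which were drawn alike. Those draws left out the structure that the real arrays share within groups. With scaling to the 75th percentile the median log2 change of all tested probes with *A. membranaceus* was 0.105, against 0.021 with the processing used here. The chip block was not run, since the files name no chip.

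At adjusted p the counts for *C. pilosula*, *A. membranaceus* and their difference (103, 1430 and 83) became 345, 4976 and 352 with array weights, 258, 4031 and 446 with the replicate block, and 726, 3561 and 1517 with the axis removed, which lowers the residual spread by construction; for the weights and the block the cause was not tested. With only the 2 groups compared, where fewer arrays estimate the spread, they were 45, 630 and 105. The first 2 counts fell and the third rose, and the cause was not tested. With normexp and an offset of 50 the difference had 152. Array weights, the block and the axis removal called 51.3%, 47.6% and 48.6% of *A. membranaceus* probes raised, against 62.3%. Of the 9 arrays 6 correlated best with their own replicate number, and for *A. membranaceus* the block changed no list call and ended no call of a named gene, while *HSP90B1*, *CANX*, *PHLDA3*, *CCNE2*, *E2F1*, *IFIH1*, *CYP1A1*, *LRRN4*, *ID1*, *ELOVL6* and *SLC2A1*, like *TOP2A*, *KIF11* and *TTK*, passed with it and not without. Without the shared spread estimate of limma, Student's t per probe gave 0, 36 and 1 at adjusted p (1727, 3940 and 2787 at unadjusted p), with 0 of the 9 genes called with both extracts. On the authors' table with all probes it gave 0, 14 and 0 (3002, 5336 and 4108), and Welch's version 0, 0 and 0 (2166, 4005 and 2986), whichever way the fold was taken, again with 0 of the 9 genes.

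At the paper's criteria the counts for *C. pilosula*, *A. membranaceus* and both (297, 1569 and 183) were 152, 877 and 88 with no background correction, on the authors' table and on the series matrix, and 112, 574 and 59 with normexp and an offset of 50. Student's t gave 954 for *A. membranaceus*. On the authors' table with all probes Student's t gave 135, 528 and 74, Welch's version 124, 454 and 67, and with linear means 125, 453 and 67. With the axis removed *A. membranaceus* had 678 and both had 120. Signals that keep their background have smaller folds by construction; for the other changes the cause was not tested.

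Principal component 1 held 78.9%, and 82.3% with normexp and an offset of 50, 75.8% with array weights, 81.7% with Student's t, 82.2% on the authors' table with Student's t, 82.1% with Welch's version and with linear means, and 82.2% with the axis removed. *GDF15* (1.15 and 2.33) and *HMOX1* (1.21 and 1.67) were not called by Student's t, at unchanged values, with adjusted p = 0.292, 0.0585, 0.399 and 0.128 from the spread of each probe alone. On the authors' table they were at 1.13, 2.30, 1.12 and 1.56, called by limma and not by Student's or Welch's test per probe, nor at 1.11, 2.28, 1.10 and 1.55 with linear means. *HMOX1* with *C. pilosula* (1.21) was also not called over all probes (0.0840), where more probes are adjusted for.

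Leaving out each array, the count at adjusted p ran from 36 (*C. pilosula* replicate 1) to 78 (control replicate 3) for *C. pilosula*, from 234 (*A. membranaceus* replicate 2) to 2453 (control replicate 1) for *A. membranaceus* and from 3 (*A. membranaceus* replicate 1) to 227 (control replicate 3) for their difference. The difference had 9 without *A. membranaceus* replicate 2, 24 without its replicate 3, 13, 13 and 21 without *C. pilosula* replicate 1, 2 or 3, and 28 without control replicate 2. At the paper's criteria the counts ran from 226 to 746, from 822 to 2643 and from 112 to 562 for both, each lowest without control replicate 3 and highest without control replicate 1. Component 1 ran from 75.4% to 84.9% with the same arrays left out. The 9 genes called with both extracts numbered 6 (without *C. pilosula* replicate 3) to 9, *GDF15* ran from 1.00 to 1.27 and from 2.19 to 2.45, *HMOX1* from 1.00 to 1.40 and from 1.46 to 1.86, and the called lists from 17 to 21 (18 with all arrays). The cause of these shifts was not tested.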

Differences from the paper's values

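The paper gives 124 probes for *C. pilosula* and 454 for *A. membranaceus* at an unadjusted p under 0.05 and at least 1.5-fold, and 297 and 1569 were found here at the same thresholds. The paper gives 67 probes for both, 46 raised and 20 lowered, against 183, 116 and 66 here. The paper's text names no test for the arrays, and its additional file, a reporting checklist, was not available.

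For *C. pilosula*, the alternatives planned in advance that lie within 1.5 times of the paper's 124 were no background correction, the authors' table and the series matrix (152 each), normexp with an offset of 50 (112) and the authors' table with all probes and Student's t (135); the others did not come so near. For *A. membranaceus* they were normexp with an offset of 50 (574) and the authors' table with all probes and Student's t (528), and the others did not, no background correction among them (877). For both extracts they were no background correction, the authors' table and the series matrix (88 each), normexp (59) and the authors' table with Student's t (74). For probes raised by both they were the same settings (53 each, 36 and 50) and the fit without control replicate 3 (63), and for probes lowered by both normexp (23) and the authors' table with Student's t (23), while the others did not come so near.

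A setting chosen after the values were seen, the authors' table with all probes and a Welch test, gives 124, 454 and 67 probes, with 46 raised and 20 lowered by both and *FST* as the probe in opposite directions, which are the paper's values. With folds from linear means it gives 125, 453 and 67. It is a setting under which the values match, and the paper does not say that it was used. All 67 are among the 183 found here, 43 of them pass at adjusted p with both extracts, and after adjustment the Welch test calls 0 probes with either extract (2166 and 4005 at unadjusted p).

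The paper writes that the treated arrays lay closer to the controls in Fig. 3d, and here the treated arrays lay closer to each other (mean distance 5.83) than to the controls (11.6 and 13.5). These probes were picked for differing from the controls with both extracts, so this order is built in. Over all tested probes, a set added after the results were seen, the distances were 48.1 between the extracts and 49.1 and 60.0 to the controls. Within groups they were 51.5 among the controls, 42.0 within *C. pilosula* and 39.6 within *A. membranaceus*. The distance between the extracts thus lay above that within either extract and below that among the controls. The paper also concludes that the profiles with the 2 extracts were similar. The paper calls its 9 genes those with maximal changes, and here they rank 1, 2, 3, 4, 9, 13, 14, 19 and 21 of the 183 common probes, behind *MT1F*, *MT1H*, *MT1P3*, *MT1G* and *SCGN* at some of the places between. Among the 67 probes of the setting that matches the paper's counts they rank 1, 2, 5, 6, 9, 10, 11, 13 and 15.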

Other observations

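The values below were chosen for report after the results were seen, apart from the fixed lists, and none was tested for a cause.

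With *C. pilosula*, the genes that BMP signals switch on were low as a group, at a median of -0.80 (7 of 9 tested, camera adjusted p = 7.27e-17, 0.00602 with the estimated correlation). *ID3*, an inhibitor of differentiation factors, fell by 0.99 (0.00483) and *ID2* by 0.80 (0.0122), though the *ID2* call was lost without control replicate 2 (0.0665) and *C. pilosula* replicate 1 (0.0500), 2 (0.0717) or 3 (0.0680), while *SMAD7* lay at -0.68, *BAMBI* at -0.46 and *SMAD6* at -0.25 and did not pass. In the list 4 genes were lowered and 7 when adjusted over the list alone. With *A. membranaceus* the list lay at -0.16 and was not called (0.127), with 1 gene lowered (2 over the list alone). The genes of xenobiotic metabolism (5 of 15 tested) lay at 0.15 with *C. pilosula* (0.00483, but 0.0522 over all probes), with 2 raised, *CYP1A1* and *ALDH3A1*, and at 0.09 with *A. membranaceus*, not called (0.632), where *ALDH3A1* also rose (0.74, 0.0341, a call lost in 5 of the 9 fits that leave out 1 array, highest 0.150 without *A. membranaceus* replicate 2). *CYP1A1* lay at 0.42 with *A. membranaceus*, which did not pass (0.0948, but 0.0261 with the replicate block), and the difference between the extracts did (-1.41, 0.00357). Genes of the hypoxia response (19 of 21) lay at 0.14 with *C. pilosula* (0.0126, 0.113 with the estimated correlation, 0.101 for probes detected on all arrays), with *ANKRD37* raised (0.66, a call lost in 8 of the 9 fits that leave out 1 array, highest 0.150 without *C. pilosula* replicate 1; 4 genes over the list alone), and at 0.06 with *A. membranaceus*, not called, where *NDRG1* rose by 1.03 (0.00339).

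With *A. membranaceus*, genes of inflammation went both ways. Of the NF-kB targets (12 of 15) *IL32*, *NFKB2* and *ICAM1* were raised, by 0.78, 0.72 and 0.72 (another *NFKB2* probe lay at 0.36 and did not pass, 0.111), and *CCL20* and *BIRC3* lowered, at -0.86 and -0.58 (5 raised and 2 lowered over the list alone). These calls were lost in 1, 2, 6, 4 and 8 of the 9 fits that leave out 1 array, with a highest adjusted p of 0.0532, 0.0595 and 0.188 without *A. membranaceus* replicate 2 for *IL32*, *NFKB2* and *BIRC3*, and of 0.135 and 0.130 without its replicate 1 for *ICAM1* and *CCL20*. The list lay at 0.11 and was not called (0.179), and with *C. pilosula* it lay at 0.17 (0.0743), with 0 passing (3 over the list alone). The interferon response (12 of 16) lay at 0.19 with *C. pilosula* (0.0501) and 0.22 with *A. membranaceus* (0.0504). None of its genes passed with *C. pilosula*, and *IFIT3*, *ISG15* and *IFI27* rose with *A. membranaceus*, by 0.58, 0.55 and 0.48 (4 over the list alone; other *IFIT3* probes lay at 0.07 and 0.18 and did not pass), calls lost in 4, 7 and 4 of the 9 fits (highest 0.128 without *A. membranaceus* replicate 1 for *IFIT3*, 0.191 and 0.110 without its replicate 2 for *ISG15* and *IFI27*).

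Proteins that hepatocytes secrete (20) lay at -0.04 and -0.00 and the acute-phase response (11 of 16) at -0.17 and -0.13, and neither list was called. With *A. membranaceus* *AMBP* was at 0.70 (0.0316), *VTN* at 0.95 (0.0472), *SERPINA3* at 0.75 (0.0163) and *BID*, which promotes apoptosis, at 0.60 (0.0220). Without *A. membranaceus* replicate 1 or 2 these calls were lost: *AMBP* 0.112 and 0.119, *VTN* 0.143 and 0.175, *SERPINA3* 0.0694 and 0.0800, *BID* 0.0944 and 0.0923. *AMBP*, *VTN* and *BID* were also lost without control replicate 2 (0.0656, 0.0541 and 0.0567) or 3 (0.0860, 0.0801 and 0.0599, with *VTN* at 0.60), and *VTN* without *C. pilosula* replicate 1, 2 or 3 (0.0521, 0.0661 and 0.0632).

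Heat shock genes (12) lay at -0.11 and -0.13, aminoacyl-tRNA synthetases (18) at 0.10 and -0.02, and the insulin and glucose response (7 of 11) at 0.03 and 0.20, with no list called against the controls. In 3 lists under 5 members were tested and only counts are given: Notch targets (4 of 7) had *HEY1* lowered with each extract, fibroblast markers (4 of 10) had 0 and 0 passing, and blood cell markers (4 of 7) had 0 with *C. pilosula* and *LYZ* raised with *A. membranaceus* (0.45, 0.0480), a call lost in 8 of the 9 fits (highest 0.191 without *A. membranaceus* replicate 2). Of 147 tested small nucleolar RNAs, 8 were lowered and 2 raised with *A. membranaceus* by limma at adjusted p (median -0.05), and with *C. pilosula* their median was 0.04. Their share passing with *A. membranaceus* is close to that over all tested probes (1430 of 20852).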
